# Foliar iron application delays flavonoid degradation during the later grain-filling stage and regulates sugar metabolism in colored rice

**DOI:** 10.3389/fpls.2026.1787767

**Published:** 2026-04-07

**Authors:** Xia Zhao, Weiwei Wang, Yurou Jiang, Linghui Wang, Xinbin Liu, Hongyu Xie

**Keywords:** colored rice, flavonoids, foliar iron fertilizer, later filling stage, sugar metabolism

## Abstract

**Introduction:**

Colored rice is recognized for nutritious function due to its flavonoid compounds. Flavonoid aglycones are conjugated with various sugar moieties. Iron (Fe) is an essential mineral nutrient for plants; however, the regulatory mechanisms by which Fe influences flavonoid accumulation dynamics and sugar metabolism remain unclear.

**Methods:**

FeSO_4_ was foliar-applied to black rice cultivar Nanheinuo and red rice cultivar Yuhongdao 5815 to study regulatory mechanisms by which Fe influences flavonoid accumulation dynamics and sugar metabolism.

**Results and discussion:**

The content of anthocyanins, proanthocyanidins, and total flavonoids in the grains decreased throughout the later filling stages. Fe application delayed their degradation during this phase. The differential expression of numerous genes associated with flavonoid transformation may be the primary reason. Genes annotated as key enzymes involved in phenylpropanoid and flavonoid biosynthesis were significantly upregulated in Nanheinuo. Additionally, foliar Fe application significantly impacted sugar and sugar alcohol content by regulating the expression of genes involved in polysaccharide decomposition, phosphorylation and dephosphorylation processes, and sugar interconversion. A close relationship was observed between sugar content and flavonoid-related compound content in the grains of colored rice. Multiple hub genes annotated as glycoside hydrolases in KEGG occupied central nodes within the co-expression network, suggesting that glycoside hydrolases may mediate the crosstalk between sugar and flavonoid metabolism in colored rice grains under Fe treatment, although glycosyltransferases primarily function in flavonoid glycosylation. Foliar Fe application delays flavonoid degradation during the later filling stage and regulates sugar metabolism in colored rice, thereby influencing flavonoid enrichment and eating quality.

## 1 Introduction

The colors of colored rice grains are primarily red and black. Anthocyanin accumulation results in black kernels, while proanthocyanidin accumulation leads to red kernels (Wongsa, 2020; Zhu et al., 2024). Understanding the dynamic accumulation patterns and regulatory mechanisms of flavonoids throughout the development of red and black rice grains is crucial for improving the nutritional quality of colored rice.

Flavonoids encompass several subcategories, including isoflavones, flavones, flavanones, proanthocyanidins, flavonols, and anthocyanins. All of these compounds are synthesized via the phenylpropanoid metabolic pathway (Gao et al., 2022). They have been extensively characterized in terms of molecular structure, genetic regulation, biosynthetic pathways, and the enzymes involved. The key enzymes involved in flavonoid metabolism primarily include phenylalanine ammonia lyase (PAL), coumaroyl-CoA ligase (4CL), chalcone isomerase (CHI), flavonoid 3’,5’-hydroxylase (F3’5’H), flavonoid 3’-monooxygenase (F3’H), chalcone synthase (CHS), naringenin 3-dioxygenase (F3H), dihydroflavonol 4-reductase (DFR), anthocyanin synthase (ANS), and UDP-glucosyltransferase (UGT) (Nayeem et al., 2021; Naik et al., 2022; Chen et al., 2023). Flavonoids play vital roles in plant growth, development, responses to abiotic stress and defense mechanisms (Jayaraman et al., 2021; Lahari et al., 2024). Numerous studies have focused on increasing flavonoid enrichment (Yamuangmorn et al., 2018; Jayaraman et al., 2021; Lahari et al., 2024; Xu et al., 2025). Iron (Fe) is an essential mineral nutrient for plants, contributing to various physiological processes. Fe availability significantly influences plant metabolism and the enrichment of nutrient compounds (Wang et al., 2021). As a cofactor, Fe markedly affects the activity of enzymes involved in the flavonoid biosynthesis, including monooxygenases such as F3’5’H and F3’H; dioxygenases such as ANS and F3H; as well as peroxidase (POD) and polyphenol oxidase (PPO) (Zeb et al., 2019; Wei et al., 2021; Liu et al., 2022). Shi et al. (2018) revealed that foliar Fe application increased anthocyanin and flavonoid content in grape berries. Similarly, He et al. (2021) reported comparable results in red rice, showing that the upregulated expression of F3H and ANS genes supported the increase in proanthocyanidin content. Our previous research also revealed that foliar Fe spraying promoted flavonoid metabolism in colored rice at the mature stage (Zhao et al., 2024). Despite the confirmed facilitating effect of foliar Fe fertilizer treatment on flavonoid metabolism has been confirmed in colored rice, the detailed mechanisms underlying Fe-induced flavonoid accumulation in colored rice grains remain to be fully elucidated.

Flavonoid aglycones are commonly conjugated with various sugar moieties, which influence the properties of flavonoids, including their stability, solubility, and biological activity. These properties are critical for the storage and transport of flavonoids within plant cells (Chen et al., 2024; Ren et al., 2022). The diversity of the medicinal functions and antioxidant ability of flavonoids can be improved by modifications in glycosylation (Zhan et al., 2019; Zagrean-Tuza et al., 2020). The sugar moieties of flavonoids contain glucosides, rhamnosides, galactosides, arabinosides, and rutinosides, suggesting potential crosstalk between sugar and flavonoid metabolism. Glycosylation is catalyzed by transglycosidases (TGs), glycoside hydrolases (GHs), and glycosyltransferases (GTs), with GTs primarily responsible for catalyzing glycosylation (Luang et al., 2013; Lai et al., 2025). After flowering, flavonoids begin to be transported to the rice caryopsis. The dry matter of the caryopsis increases rapidly during the early stages and then keeps relatively constant during later stages. The primary component of dry matter is starch (Guo et al., 2024). Sucrose, the main product of photosynthesis, is transported over long distances from the leaves to the caryopsis. Within the caryopsis, sucrose is primarily hydrolyzed into glucose and fructose by acid invertase (Braun et al., 2014; Jiang et al., 2020). Glucose and fructose are then used to synthesize starch in the endosperm or converted into other sugars for the synthesis of various substances (Liu et al., 2024). Hence, sugar metabolism is highly active in the caryopsis throughout the filling stage (Ma et al., 2017; Fei et al., 2021). Sugar accumulation in grains is an important quality factor, as it not only influences its nutritional value but also affects the flavor of rice by contributing sweetness and serving as substrates for the Maillard reaction, which results in the aroma of rice (Guan and Zhang, 2022). However, the effect of iron on sugar metabolism remains unclear.

Numerous studies have independently investigated sugar and flavonoid metabolism in rice (Ma et al., 2017; Fei et al., 2021; He et al., 2021). The relationship between these two metabolic pathways has also been observed in tea (Lv et al., 2022), embryo axes of yellow lupine (Morkunas et al., 2011), and fungi (Jia et al., 2025). However, crosstalk between sugar and flavonoid metabolism has not been reported in the grains of colored rice. Furthermore, the regulatory mechanisms of Fe in sugar metabolism and flavonoid accumulation dynamics in colored rice grains remain poorly understood. In this study, we aimed to elucidate these mechanisms. The findings will contribute to enhancing flavonoid enrichment in colored rice and improving rice quality.

## 2 Materials and methods

### 2.1 Plant materials and experiment design

The experimental field was located at the experimental farm of Yibin University in Yibin City, Sichuan Province, China. All field experiments were conducted in 2023 and 2024. Paddy soil was used for this study, with a pH of 5.92, 30.28 mg kg^-1^ available iron, 96.41 mg kg^-1^ available nitrogen, 70.35 mg kg^-1^ exchangeable potassium, and 27.63 mg kg^-1^ available phosphorus. The black rice variety Nanheinuo (BR) and the red rice variety Yuhongdao 5815 (RR) were used in this research. The seeds were sown in seedling trays and cultivated for approximately 27 days. The seedlings were transplanted into 20 L pails and cultivated under natural environmental conditions. The average temperature at the experimental site ranged from approximately 23 °C to 28 °C, characteristic of a subtropical humid monsoon climate. A completely randomized design with three biological replicates was implemented (Liu and Ming, 2020). And a biological replicate contained six pails. A compound fertilizer (2 g) was applied to each pail as a base fertilizer before transplantation. Additionally, 2 g of urea was applied at both the tillering and jointing stages.

Based on the results of the preliminary experiment for screening Fe concentration, the foliar Fe treatments were applied as follows: (1) Control, using deionized water as the foliar spray; (2) 1Fe, with 0.1% FeSO_4_·7H_2_O (w/v) as the foliar fertilizer; and (3) 2Fe, with 0.2% FeSO_4_·7H_2_O (w/v) as the foliar fertilizer. All foliar solutions contained Fe absorption enhancer nicotinamide (0.5% w/v) and surfactant Tween 80 (0.005% v/v). Approximately 40 mL of solution was applied to the leaves of the plants in each bucket. Foliar spraying was conducted after sunset at the end of the booting stage and repeated 7 d later. Panicles of BR and RR were sampled at 10, 15, 20, 25, 30, 35, and 40 days after flowering (DAF). Samples were rapidly frozen in liquid nitrogen and then stored at −80 °C for following analyses. The rest of rice panicles were harvested at maturity.

### 2.2 Content of proanthocyanidins, total flavonoids, and total phenolics, and antioxidant capacity

#### 2.2.1 Extract preparation

The panicles of BR and RR were sampled at 10, 15, 20, 25, 30, 35, and 40 DAF, with three biological replicates. Superior grains were selected and hulled. Approximately 0.2 g of hulled grains were ground into a homogenate using 10 mL of an extracting solution containing 75% acetone and 0.5% acetic acid. Sonication was then performed at ambient temperature for 35 min. All samples were shaken for 1 h at 25 °C, subsequently, centrifuged at 9,000 × g for 12 min. The supernatants were conserved for measurement. The extraction process was conducted under dark condition (Prior et al., 2010).

#### 2.2.2 Measurement of proanthocyanidins, total flavonoids, and total phenolics

Measurement of proanthocyanidin content was performed by the cinnamyl aldehyde assay method (Prior et al., 2010). In this method, 1.4 mL of blank, standard (catechin), or sample extracts were mixed with 4.2 mL of cinnamyl aldehyde solution, which contained 0.1% cinnamyl aldehyde reagent, 4.5% hydrochloric acid, and 68% ethanol. The mixtures were reacted in a 35 °C for 25 min. Finally, the value of absorbance was determined at 640 nm. The proanthocyanidin content of the samples was defined as milligrams of catechin per gram of sample.

The determination of total flavonoid content was performed according to the method described by Shen et al. (2009). The total flavonoid content was quantified based on a rutin standard curve. Total phenolic content was detected using a modified Folin-Ciocalteu reagent method and calculated using a gallic acid standard curve (Shen et al., 2009).

#### 2.2.3 Measurement of antioxidant capacity

The radical scavenging activities of 2,2’-azinobis-(3-ethylbenzothiazoline-6-sulfonate) (ABTS) and 1,1-diphenyl-2-picrylhydrazyl (DPPH) were measured following the protocols described by Jeng et al. (2010) and Shen et al. (2009), respectively. Ascorbic acid was used to construct the standard curves for both ABTS and DPPH assays. The radical scavenging activities of DPPH and ABTS were expressed as ascorbic acid equivalents per unit dry weight.

### 2.3 Measurement of anthocyanin content

Approximately 0.3 g of each sample, collected at different developmental stages, was immersed in 12 mL of acidified ethanol containing 0.2% HCl and 94% ethanol, then shaken at 25 °C for 19 h. The mixture was centrifuged at 9,000 × g for 6 min to obtain the supernatant, which was then utilized for anthocyanin analysis at 510 nm with a spectrophotometer. Anthocyanin content was quantified based on a standard curve of cyanidin-3-glucoside chloride.

### 2.4 Enzyme activity

The hulled grains collected 10 and 15 DAF were ground into a homogenate with an extraction solution. PAL and acid invertase activities were then measured using acid invertase and PAL colorimetric assay kits, respectively (Beijing, solarbio Technology, Co.,Ltd, Beijing, China).

### 2.5 Measurement of sugars and sugar alcohols

Freeze-dried grains at the mature stage were ground by a mixer mill. Then, 500 μL of an extraction solution containing water, isopropanol, and methanol (2:3:3, v/v/v) was sufficiently mixed with 20 mg of the resulting powder, subsequently, ultrasound treatment was applicated to the mixture for 30 min. The mixture was centrifuged at 13,000 × g (4 °C) for 7 min to obtain supernatant. 50 μL of the resulting supernatant was mixed with 20 μL of internal standard (1000 μg mL^-1^). The mixture was evaporated under a stream of nitrogen gas and then freeze-dried. Subsequently, derivatization was performed on the residue. Finally, the mixture was diluted to a suitable concentration for GC-MS analysis of sugars and sugar alcohols.

Agilent 8890 gas chromatograph coupled with a 5977B mass spectrometer, equipped with a DB-5MS column, was employed to GC-MS analysis. Standard solutions of sugars and sugar alcohols were prepared at various concentrations (0.001, 0.002, 0.005, 0.01, 0.02, 0.05, 0.1, 0.2, 0.5, 1, 2, 5, 10, 20, and 50 μg mL^-1^) to obtain quantitative peak intensity data for each concentration. Standard curves for different compounds were plotted using the ratio of their corresponding peak areas as the y-axis and the ratio of external standard to internal standard concentrations as the x-axis. The linear equations and determination coefficients of the standard curves for the substances detected in this study are presented in **Supplementary Table 1**.

Finely powdered rice samples at the mature stage were used to measure starch content with a colorimetric assay kit (Beijing Solarbio Technology Co., Ltd., Beijing, China).

### 2.6 Transcriptomic analysis

The grains at veraison, 10 DAF for BR and 15 DAF for RR, were collected for transcriptomic analysis, which was conducted by Biomarker Biotechnology Co., Ltd. (Beijing, China). Following PCR amplification and sequencing using the Illumina HiSeq™ 2500 platform, cDNA library construction and quality control were conducted. To obtain mapping information of the reads on the reference genome, the clean reads were aligned to the reference genome sequence (Oryza_sativa.IRGSP_1.0_20230606.genome.fa) using HISAT2 and subsequently assembled with StringTie. The mapping rates of reads ranged from 83.55% to 93.16%. Genes with an adjusted P-value < 0.01 and a fold change ≥ 1.5, as identified by DESeq2, were considered differentially expressed genes (DEGs). KEGG annotation was performed to characterize the functions of DEGs.

### 2.7 Quantitative real-time PCR analysis

Approximately 100 mg of grains were used to extract total RNA according to instruction provided with the RNAprep Pure Plant Kit (DP441) (TianGen Biotechnology Co., Ltd., Beijing, China). EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix was used to synthesize First-strand cDNA (TransGen Biotechnology Co.,Ltd, Co., Ltd., China). Specific primers of DEGs from transcriptome were designed by Primer 5 (**Supplementary Table 2**). Applied Biosystems™ Step StepOnePlus™ PCR System was conducted for Quantitative real-time PCR (qPCR) cycling with three technical replicates. The 2^△△CT^ method was used to analyze the relative transcript levels in gene expression.

### 2.8 Co-expression network and bioinformatic analyses

According to the protocol of Lv et al. (2022), construction of the gene co-expression network was based on the DEGs between the 1Fe and control treatments, as well as data on sugars and sugar alcohols with relatively high content, along with anthocyanins, proanthocyanidins, total flavonoids, and total phenolics, using weighted gene co-expression network analysis (WGCNA). The colors of modules were identified using the Dynamic Tree Cut algorithm. Cytoscape software was utilized to visualize the co-expression networks within key modules, and hub genes were selected based on their betweenness centrality (BC) values.

### 2.9 Statistical analysis

Analysis of variance (ANOVA) was employed to analyze the means of Fe treatment and control within one stage and one variety, based on data from three biological replicates. Duncan’s multiple range test (P<0.05) was adopted in this research. Correlation analysis was conducted using Pearson’s method. All data analyses and figure generation were performed using SPSS 26 and OriginPro 2024, respectively.

## 3 Results

### 3.1 Flavonoid-related compound content, antioxidant capacity, and enzyme activity during the filling stage of colored rice

To comprehensively and accurately characterize the accumulation dynamics of flavonoid-related compounds in colored rice grains, we collected grain samples at 10, 15, 20, 25, 35, and 40 days after flowering (DAF) from both BR and RR for measurement of anthocyanin, proanthocyanidin, total flavonoid, and total phenolic contents (**Figure 1**). The grain phenotypes at different filling stages for the two varieties are shown in **Figures 1A, B**. The entire BR grains turned black by 10 DAF, whereas the entire RR grains changed to green-yellow at 15 DAF and red at 20 DAF. Before 15 DAF, the dry matter in the grains accumulated rapidly. After this point, the dry matter weight remained relatively stable, while the fresh grain weight decreased, indicating that grains of both BR and RR began dehydrating after 15 DAF (**Figures 1C, D**). Anthocyanin, proanthocyanidin, total flavonoid, and total phenolic contents peaked at 10 DAF for both BR and RR. Subsequently, the levels of these compounds decreased throughout the later filling stages, and the extent of reduction in these compounds differed. The contents of these compounds in BR under the 1Fe treatment and in RR under both 1Fe and 2Fe treatments were significantly higher than those in the control treatment at multiple stages during the later grain-filling period (after 15 DAF). For BR, the contents of total flavonoids, anthocyanins, and total phenolics in the 1Fe treatment were significantly higher than those in the 2Fe treatment at certain stages, while no significant differences in these compound contents were observed between the 2Fe treatment and the control at multiple stages. (**Figures 1E–J**). The antioxidant capacity of two varieties, as measured by DPPH and ABTS scavenging rates, decreased during the later filling stage, corresponding with a decline in these compounds. Higher antioxidant capacity was also observed in the 1Fe and 2Fe treatments at several stages (after 15 DAF) compared to control. (**Figures 2A–D**). At the mature stage, Fe treatment significantly increased the total flavonoid content but did not significantly affect the DPPH and ABTS scavenging rates in BR. The activity of PAL, a key enzyme in flavonoid and phenolic biosynthesis, significantly decreased at 15 DAF compared to 10 DAF. Higher PAL activity under Fe treatment was also observed in BR at 10 DAF and in RR at both 10 and 15 DAF (**Figures 2E, F**).

**Figure 1:**
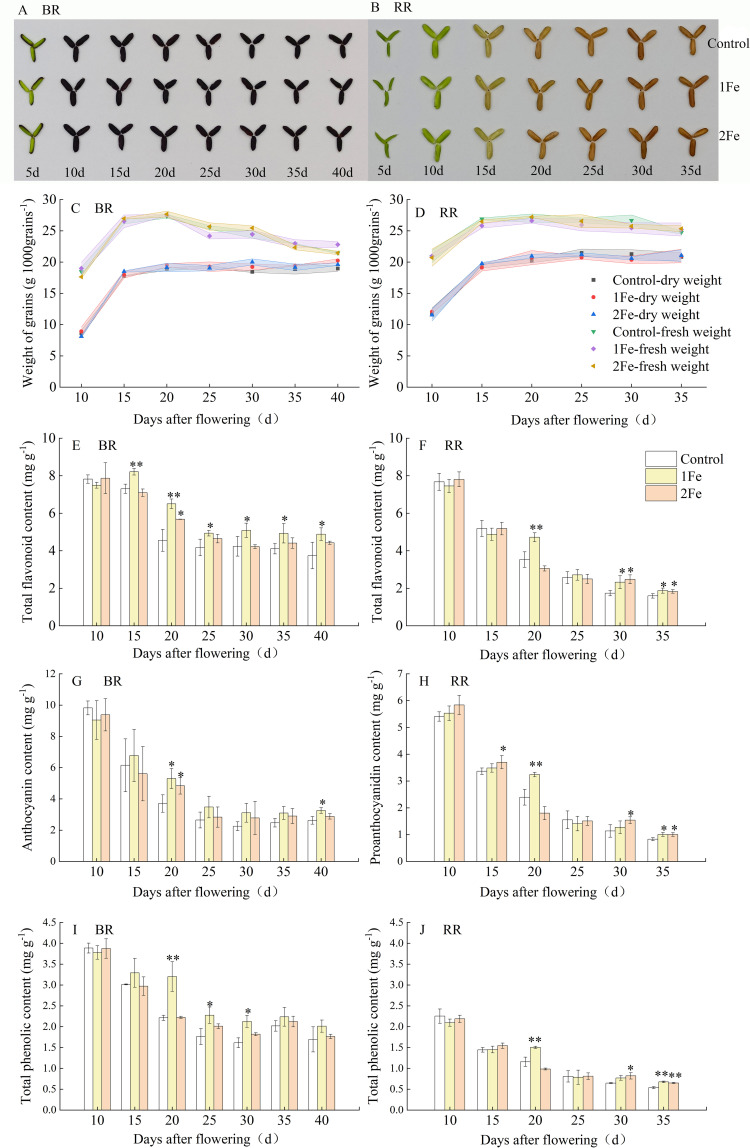
Changes in phenotype and flavonoid-related compounds of grains during the filling stage. Phenotypes at different stages of grain development in Nanheinuo (BR) **(A)** and Yuhongdao 5815 (RR) **(B)**. Changes in grain weight **(C, D)**, anthocyanin content in BR **(E)**, proanthocyanidin content in RR **(F)**, total flavonoid content **(G, H)**, and total phenolic content **(I, J)** during the filling stage. 1Fe: 0.1% (w/v) FeSO_4_·7H_2_O was sprayed onto the plants; 2Fe: 0.2% (w/v) FeSO_4_·7H_2_O was sprayed onto the plants. * and ** denote a significant difference at the 0.05 and 0.01 significance level according to Duncan's multiple range test, respectively.

**Figure 2:**
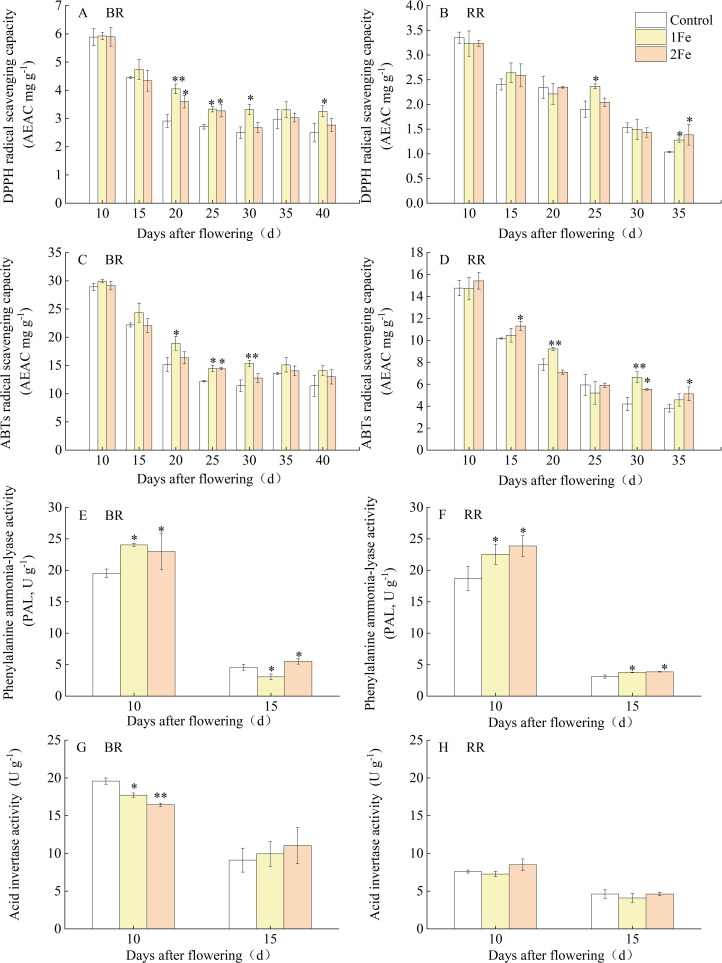
Changes in antioxidant capacity **(A–D)** and enzyme activity **(E–H)** of grains during the filling stage. AEAC, ascorbic acid equivalent antioxidant capacity. 1Fe: 0.1% (w/v) FeSO_4_·7H_2_O was sprayed onto the plants; 2Fe: 0.2% (w/v) FeSO_4_·7H_2_O was sprayed onto the plants. * and ** denote a significant difference at the 0.05 and 0.01 significance level according to Duncan's multiple range test, respectively.

### 3.2 Sugar metabolism under different treatments

The sugar and sugar alcohol content in grains is presented in **Supplementary Table 3**, including monosaccharides, disaccharides, trisaccharides, and polysaccharides. Foliar Fe fertilizer treatment prominently altered the sugar and sugar alcohol content in both BR and RR. Sugars and sugar alcohols with significant differences were primarily involved in KEGG pathways such as starch and sucrose metabolism, galactose metabolism, pentose and glucuronate interconversions, and amino sugar and nucleotide sugar metabolism (**Figure 3A**). The 1Fe treatment resulted in significantly lower levels of glucose, sucrose, D-sorbitol, and inositol compared to control, whereas only the content of D-xylose was significantly increased under the 1Fe treatment in both BR and RR. In BR, the 1Fe treatment significantly suppressed the accumulation of sugars and sugar alcohols, except for D-xylose, while the activity of acid invertase also suppressed under Fe treatment. In RR, the 1Fe treatment significantly raised the content of D-galactose, D-arabinitol, maltose, and trehalose, while significantly decreasing the content of D-fructose and D-arabinose compared to control. BR contained higher levels of most sugars and sugar alcohols compared to RR, and the activity of acid invertase in BR was also obviously higher than that in RR (**Figures 2G, H**). Foliar Fe treatment did not noticeably influence starch content (**Supplementary Table 3**).

**Figure 3:**
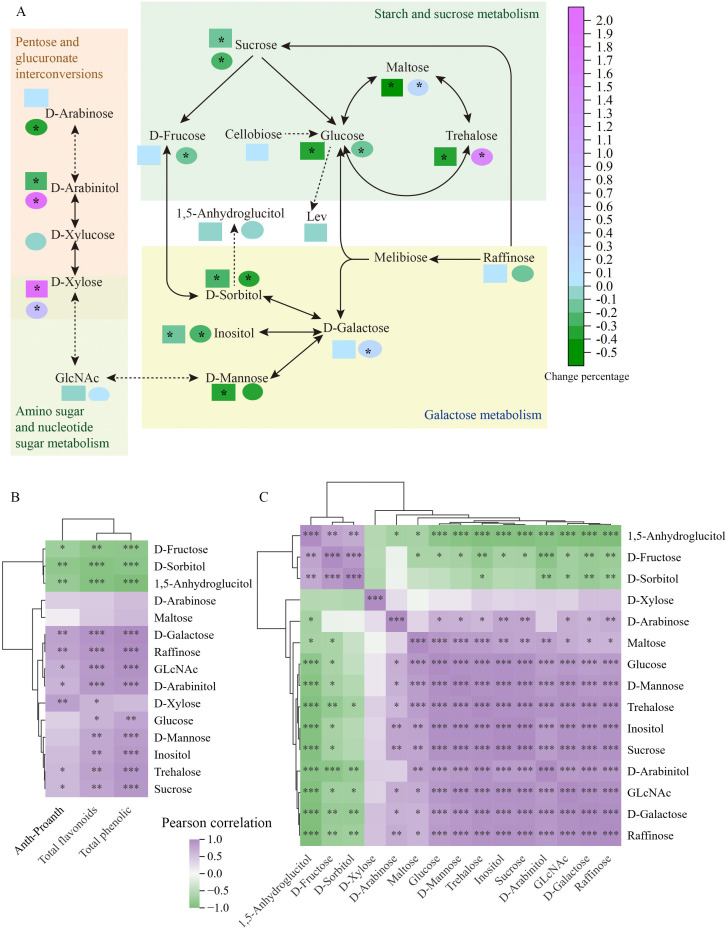
Effect of iron (Fe) treatment on sugar metabolism in the grains of colored rice **(A)**, Cluster correlation analysis chart between saccharides and flavonoid-related substances **(B)**, and cluster correlation analysis chart among saccharides **(C)**. The colors of the squares and circles represent the percentage increase or decrease compared to the control. Squares represent the response of Nanheinuo (BR) to Fe treatment, while circles indicate the response of Yuhongdao 5815 (RR) to Fe treatment. GLcNAc: 2-Acetamido-2-deoxy-D-glucopyranose. Lev: 1, 6-dehydrated -β -D-glucose. Anth-Proanth: anthocyanin content in BR and proanthocyanidin content in RR. Asterisk (*) in A denotes a significant difference at the 0.05 significance level according to Duncan’s multiple range test. *, **, and *** in **(B, C)** denote significant differences at the 0.05, 0.01, and 0.001 significance levels according to Pearson’s method, respectively.

### 3.3 Correlation between flavonoid and sugar metabolism

Foliar iron application simultaneously influences the deposition dynamics of flavonoid-related compounds and sugar metabolism. The correlations between the content of flavonoid-related compounds at 35 DAF in RR and at 40 DAF in BR, and the levels of sugars and sugar alcohols, are analyzed in **Figure 3B**. Anthocyanin content in BR and proanthocyanidin content in RR (Anth-Proanth) were significantly positively correlated with the levels of D-xylose, D-arabinitol, D-galactose, GlcNAc, sucrose, trehalose, and raffinose. Both total flavonoid and total phenolic contents were also strongly positively correlated with these sugar compounds, as well as with glucose, D-mannose, and inositol. Anth-Proanth, total flavonoid, and total phenolic contents were significantly negatively correlated with D-fructose, D-sorbitol, and 1,5-anhydroglucitol. Close relationships among sugars and sugar alcohols were also observed, and they were classified into three clusters based on their correlations (**Figure 3C**). D-fructose, D-sorbitol, and 1,5-anhydroglucitol formed one cluster, which negatively correlated with other sugar compounds except for D-xylose. D-xylose constituted a second cluster and showed little correlation with all other sugar compounds. The third cluster included D-arabinose, D-maltose, D-glucose, D-mannose, trehalose, inositol, sucrose, D-arabinitol, GlcNAc, D-galactose, and raffinose.

### 3.4 Global expression profiles

To achieve systematic insights into the effects of foliar Fe treatment on the deposition mechanisms of flavonoids and related metabolic pathways, samples at veraison were collected for transcriptome analysis. **Supplementary Figure 1** shows a strong correlation between the transcriptomic data and the corresponding qPCR results (R² = 0.843), demonstrating that the transcriptomic dataset accurately represents transcript abundances. 

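RNA of BR grains at 10 DAF came from 3 control and 3 Fe replicates. RR grains at 15 DAF gave 2 control replicates (2 and 3) and 3 Fe replicates, and RR grains at 20 DAF gave 3 of each. Replicate 1 of the RR control at 15 DAF is not analysed here. The values are FPKM (fragments scaled by transcript length and library size) per library, made by the authors with HISAT2 and StringTie on the rice reference, for 32657 genes, of which 3920 are new genes of the assembly. FPKM sums per library ranged from 547675 to 679747, and 20050 to 23671 genes had a value above 0. Read counts and sequencing depth are unknown. Differences between groups were tested with limma on log2(FPKM + 1) in 1 model of all 17 libraries, over the 19774 genes with FPKM of at least 1 in 2 or more libraries. DEGs were counted at an adjusted p below 0.01 and a fold change of at least 1.5, and single genes and gene lists were read at an adjusted p below 0.05. The lists hold genes chosen by their short names. BR was sampled at another day than RR, so variety and day cannot be separated in these groups.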

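Supplementary Table 2 names 9 genes with qPCR primers, and their FPKM values can be read in both varieties. In BR, 3 of them rose under Fe: LOC4343353 (log2 change 1.86), LOC4340373 (1.41, adjusted p = 0.00442 from limma) and LOC4343325 (0.86). LOC4330775 fell by 1.85 on the log2 scale (adjusted p = 0.0157 from limma). The other 5 genes did not pass in BR, with adjusted p from 0.0919 to 0.636 from limma. In RR none of the 9 passed at 15 DAF with limma, and each adjusted p was 0.595 or more. The largest RR values were 2.75 for LOC4341944, 1.66 for LOC4330775 and 1.32 for LOC107276307. With RR Fe replicate 1 left out, 5 passed: LOC4330775 (adjusted p = 0.00599 from limma), LOC4336505 (0.0217), LOC4341944 (0.0279), LOC107276307 (0.0318) and LOC4333312 (0.0431). In BR LOC4330775 and LOC4343325 each kept their call in 2 of the 6 fits that left out 1 library, with adjusted p of up to 0.154 (without Fe replicate 1) and 0.188 (without control replicate 3). LOC4343353 and LOC4340373 passed in all 6. LOC107276307 and LOC4333312, which did not pass in BR, did so without Fe replicate 2 (0.00456 and 0.0391). The qPCR values are not in the files.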

The heatmap and volcano plot of DEGs in BR and RR are presented in **Supplementary Figure 2**. 

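The spread between replicates differed between the groups in these comparisons. In BR, replicates correlated over genes at 0.96 to 0.974 among controls and 0.951 to 0.978 under Fe. In RR at 15 DAF, the 2 controls correlated at 0.92 with each other, and Fe replicates 2 and 3 correlated at 0.958. Fe replicate 1 stood nearer to control replicate 2 (0.969) than to Fe replicates 2 (0.845) and 3 (0.877). The first principal component held 75.3% of the variance, and on it Fe replicate 1 lay at -24.4, the controls at -15.3 and -22.2, and Fe replicates 2 and 3 at 84.8 and 61.8. Within BR, treatment accounted for 35% of the variance of all genes, where 20% is the share without any effect, and within RR for 28.8%, where 25% is that share.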

Foliar iron application obviously influences the transcriptomic profiles of grains in colored rice. Both upregulated and downregulated DEG counts showed only a small number of genes simultaneously presented in both RR and BR (**Figures 4A, B**). 

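In BR, 66 genes rose and 75 fell under Fe at the DEG thresholds with limma. The cellulose synthase-like gene OsCslA4 (LOC4331764) rose from 0.753 ± 0.614 FPKM (SD, n = 3) to 7.72 ± 1.72 (n = 3), a log2 change of 2.35 (standard error 0.209, adjusted p = 1.26e-05 from limma). The response regulator OsRR6 rose from 3.18 ± 0.999 to 12.2 ± 5.53 (log2 change 1.62, adjusted p = 0.00304 from limma). The sugar transporter OsSWEET15 fell from 54.1 ± 10.8 to 10.6 ± 12 (log2 change -2.72, standard error 0.476, adjusted p = 0.00462 from limma). OsJAZ7 fell from 6.62 ± 1.68 to 1.16 ± 0.885 (log2 change -1.87), and OsMPH1 from 3.55 ± 1.48 to 0.311 ± 0.251 (log2 change -1.75). The metal transporter OsNramp1 went from 4.46 ± 4.76 to 0.261 ± 0.079 (adjusted p = 0.0372 from limma), and its control libraries spread widely. Among genes with a short name and libraries that did not overlap, the 8 that rose most also held mfs1, OsC3H9, OsANS2, COA20, CYCD2-2 and OsSAP8. The 8 that fell most also held OsChia1b, CML31, PSK4 and OsDhn1. Genes outside this ranking changed strongly too, such as ANS LOC4325716 (log2 change 2.24) and the chitinase gene LOC4338208 (-3.82). Of 390 genes at an adjusted p below 0.05, 373 had control and Fe libraries that did not overlap. Of all genes, 14.4% did so, where chance gives 10% for 3 against 3.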

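The BR count depended on single libraries and on the model. It was 0 with the 6 BR libraries alone, 19 with a pseudocount of 0.1 and 28 without the variance factor. With 1 library left out it was 662 (310 up, 352 down) without Fe replicate 2, 27 without Fe replicate 3, 46 without Fe replicate 1, 55 without control replicate 2, 75 without control replicate 3 and 170 without control replicate 1. OsCslA4, OsRR6, OsJAZ7 and OsMPH1 kept their call in all 6 of the latter fits, and none of the 4 kept it with the 6 BR libraries alone. Among the other genes named, OsANS2 and OsChia1b kept it in 6, CML31 in 5, PSK4 in 4, mfs1 in 3, OsC3H9, COA20, OsSAP8 and OsDhn1 in 2 and CYCD2-2 in 1. OsSWEET15 missed it without Fe replicate 1 (adjusted p = 0.0500 from limma), and OsNramp1 without Fe replicate 1 (0.189) and in 3 other fits. In RR at 15 DAF, 0 genes passed the DEG thresholds with limma, 1300 were higher and 314 lower at an unadjusted p below 0.05, and the smallest adjusted p was 0.595. Without RR Fe replicate 1 the RR count was 480 up and 186 down, and without control replicate 3 it was 0 up and 13 down. The median log2 change of all genes was 0.286 in RR at 15 DAF and 0.011 in BR. In simulated data of the same layout, 100 genes with a log2 change of 2 gave 80 calls in BR and 5 in RR at 15 DAF.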

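No gene passed the DEG thresholds in RR at 15 DAF with limma, so the number shared with the 66 up and 75 down in BR was 0 in each direction. At an unadjusted p below 0.05 and a fold change of at least 2, 181 genes were higher and 381 lower in BR, and 863 were higher and 254 lower in RR. Of these, 4 were higher in both, where 7.9 fall together by chance (one-sided Fisher's exact test, p = 0.959). Another 3 were lower in both, where 4.9 fall together by chance (p = 0.870 from the same exact test). Lower in BR and higher in RR were 23 genes, where chance gives 16.6, and 1 gene was higher in BR and lower in RR, where chance gives 2.3. Without RR Fe replicate 1 the count of DEGs lower in both was 1. Genes are not independent, so these tests describe the lists.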

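The difference between the Fe responses of BR and RR was tested for each gene. It passed for 1 gene, NewGene_369, whose FPKM rose from 0.245 ± 0.244 (SD, n = 3) to 8.2 ± 1.32 (n = 3) in BR and was 0 in both RR controls and 0.0279 ± 0.0483 (n = 3) in RR Fe grains. Its difference was 2.85 on the log2 scale (adjusted p = 0.00435 from limma). At an unadjusted p below 0.05 the difference was positive (BR above RR) for 515 genes and negative for 1659. The number at the DEG thresholds was 455 without RR Fe replicate 1, and 0 without RR control replicate 2 or without RR Fe replicate 2 or 3. It was 3 without BR control replicate 1, 5 without BR Fe replicate 2 and 2 without RR control replicate 3. For the 107 tested genes of Figure 5, 48 differed at an unadjusted p below 0.05 and 0 at an adjusted p below 0.05 from limma. Of all 19774 genes, 2174 differed at the unadjusted threshold. The figure's genes were chosen on these same samples, so their larger share is not independent evidence. The smallest adjusted p among the figure's genes was 0.107 from limma, for the CHI gene LOC4351321.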

Many DEGs were unique to either BR or RR, revealing differences in the regulatory mechanisms of Fe between the two varieties. Additionally, the primary KEGG metabolic pathways enriched with DEGs (with DEG counts ≥10) are shown in **Figures 4C, D**. 

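In BR the list of phenylpropanoid and flavonoid genes was higher under Fe, with a median log2 change of 0.49 over 15 genes, 13 of them higher (camera, adjusted p = 1.18e-04, lost at 0.279 with the correlation between genes estimated). Genes of the list that rose were OsANS2, the PAL gene LOC4330034, OsCAD3 (8.75 ± 3.48 to 21.3 ± 5.81 FPKM, SD, n = 3 each) and Os4CL2, so 4 passed over all genes and 5 adjusted over the list alone. Sugar transporters were lower, with a median log2 change of -0.59 and 12 of 13 genes lower (camera, adjusted p = 5.29e-04, lost at 0.279 with the correlation estimated). OsSWEET6a fell from 15.1 ± 2.26 to 6.01 ± 4.64 (log2 change -1.43, adjusted p = 0.0304 from limma). Beta-glucosidases (20 genes, median -0.36, camera adjusted p = 0.0331) and trehalose phosphate phosphatases (7 genes, median -0.52, 0.0427) were also lower, and both calls were lost with the correlation estimated (0.438 and 0.325). Starch synthesis (0.183), sucrose synthases and sucrose phosphate synthases (0.559), invertases (0.742), hexokinases and fructokinases (0.876), UDP-sugar interconversion (0.0884) and chitinases (0.178) did not pass. At the preset correlation the beta-glucosidases and the trehalose phosphate phosphatases both lost their call without control replicate 3 or Fe replicate 3, the first also without Fe replicate 1, and the second also without control replicate 2 or Fe replicate 2.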

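Other gene groups moved with the treatment in BR. The seed maturation list (11 genes of embryo and aleurone) had a median log2 change of -1.36 with 0 genes higher (camera, adjusted p = 1.19e-06, 0.325 with the correlation estimated). OsDhn1 of this list fell from 24.1 ± 9.36 to 6.51 ± 3.77 FPKM (SD, n = 3 each; log2 change -1.82, adjusted p = 0.0402 from limma), and this call was lost without Fe replicate 3 (adjusted p = 0.359 from limma). The photosynthesis list was higher, with 15 of 16 genes higher and a median of 1.00 (camera, adjusted p = 5.28e-04, 0.629 with the correlation estimated), and none of its genes passed alone with limma. Its mean log2 value was 2.44 and 1.56 in Fe replicates 1 and 3, 0.94 in Fe replicate 2 and 0.49 to 0.87 in the controls. Heat shock proteins were lower (51 genes, median -0.11, 0.00702 by camera, 0.629 with the correlation estimated), although OsDjA6 rose from 15.6 to 37.3 FPKM. The heat shock call was lost without Fe replicate 3. The 20 iron handling genes did not pass (camera, adjusted p = 0.828).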

In BR, many DEGs were involved in flavonoid biosynthesis and phenylpropanoid biosynthesis, while numerous DEGs were also associated with carbon metabolism, starch and sucrose metabolism, glycolysis/gluconeogenesis, and amino sugar and nucleotide sugar metabolism. 

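The phenylpropanoid and flavonoid list did not pass in RR at 15 DAF (camera, adjusted p = 0.788, 0.985 with the correlation estimated). Of its 15 genes, 10 were higher, and the median log2 change was 0.55 beside 0.286 for all genes, or 0.28 with the values centred on each library's median. Os4CL3 (LOC4328485) had the smallest p, with 3.67 ± 1.89 FPKM (SD, n = 2) in control grains and 22.1 ± 19.4 (n = 3) in Fe grains (log2 change 1.91, adjusted p = 0.595 from limma). OsHCT2 (LOC4329959) went from 2.09 ± 0.00457 to 8.47 ± 7.68 FPKM (adjusted p = 0.595 from limma). OsCHS1 had a log2 change of -1.24 and PAL06 one of 1.17. With RR Fe replicate 1 left out, Os4CL3 passed with an adjusted p of 0.0101 and OsHCT2 with 0.0268 from limma. Stage and Fe cannot be told apart in that fit.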

A similar trend was observed in RR, where metabolic pathways related to flavonoids, including flavonoid biosynthesis and phenylpropanoid biosynthesis, were enriched. Additionally, many DEGs in RR were involved in sugar-related metabolic pathway, including carbon metabolism, starch and sucrose metabolism, glycolysis/gluconeogenesis, pentose and glucuronate interconversions, and amino sugar and nucleotide sugar metabolism.

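The starch synthesis list was lower in RR at 15 DAF, with 7 of 8 genes lower (camera, adjusted p = 1.68e-04, lost at 0.186 with the correlation between genes estimated). Its median log2 change was -0.34, and -0.61 with the values centred on each library's median (camera, adjusted p = 0.00725). OsISA1 had a log2 change of -2.84, ALK one of -1.73 and OsGBSS1 one of -1.71, and none passed over all genes (adjusted p = 0.595 from limma for each), against 2 genes adjusted over the list alone. Sucrose synthases and sucrose phosphate synthases (9 genes, median -0.21, camera adjusted p = 0.0213) and trehalose phosphate phosphatases (7 genes, -0.28, 0.048) were lower at the preset correlation, and both lost their call with the correlation estimated (0.509 and 0.337) and with centred values (medians -0.48 and -0.56, adjusted p 0.0645 and 0.144). Both calls were also lost without RR Fe replicate 2 or 3, the first also without RR control replicate 2, and the second also without RR control replicate 3 or Fe replicate 1. Of the other sugar lists, UDP-sugar interconversion had an adjusted p of 0.902, hexokinases and fructokinases 0.338, invertases 0.977 and sugar transporters 0.977 from camera. Of the storage transcripts, 12 of 13 endosperm storage protein genes were lower, with a median of -1.43 (camera, adjusted p = 5.86e-09, lost at 0.337 with the correlation estimated) and of -1.70 after centring (2.22e-04). Their mean log2 value was 10.09 and 10.06 in Fe replicates 2 and 3. It was 12.06 in Fe replicate 1, and 11.94 and 12.13 in the controls. From 15 to 20 DAF in RR over both treatments, starch synthesis had a median of -1.22 and the storage proteins one of -3.67. Sucrose synthases and sucrose phosphate synthases had -0.75 and trehalose phosphate phosphatases -0.36. These lists thus moved the same way under Fe and with stage, so stage and Fe cannot be told apart for them.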

**Figure 4:**
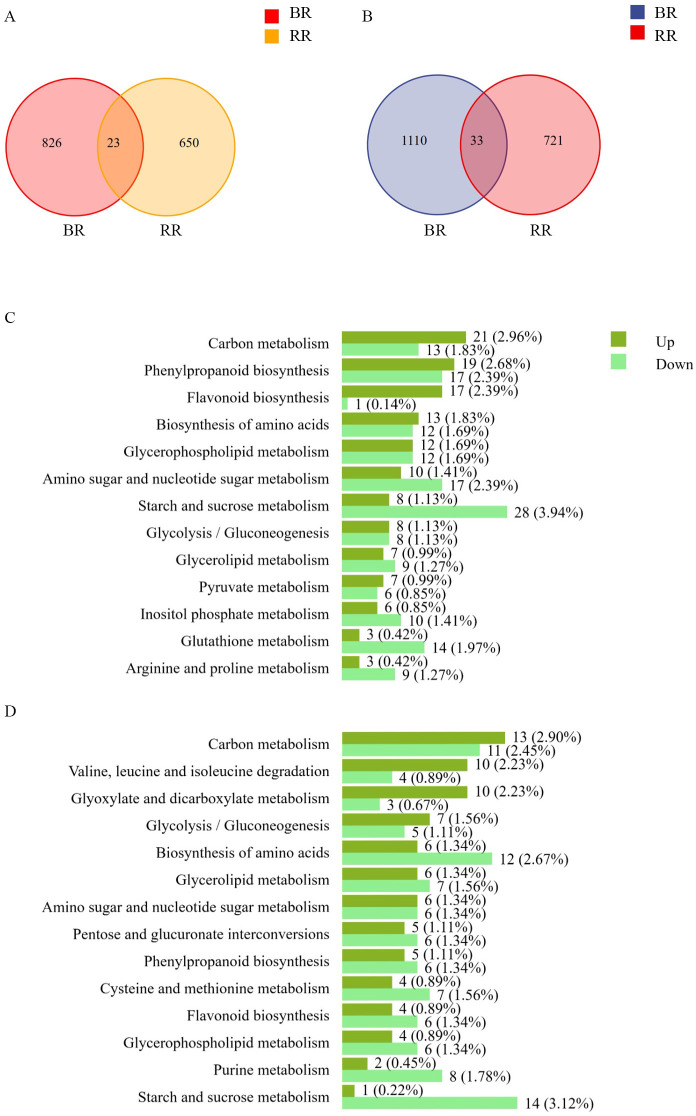
Summary of transcriptome datasets. Venn diagrams of up-regulated DEGs **(A)** and down-regulated DEGs **(B)**. Metabolic pathways of DEGs assigned to the KEGG database between the iron treatment and the control in black rice Nanheinuo (BR) **(C)** and red rice Yuhongdao 5815 (RR) **(D)**, DEGs: significantly differentially expressed genes.

### 3.5 Sugar- and flavonoid-related metabolic pathway

DEGs involved in sugar- and flavonoid-related metabolic pathways were further analyzed and are presented in **Figure 5**. 

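Figure 5 prints the identifiers of 109 genes, of which 107 could be tested. Of 27 genes of panel A drawn as changed in BR, 15 rose, 1 fell and 11 did not pass at an adjusted p below 0.05 from limma. Of 53 tested genes of panel B drawn as changed in BR, 1 rose, 12 fell and 40 did not pass. With the 6 BR libraries alone 0 genes of either panel passed. In RR none of the 15 genes of panel A or the 22 of panel B passed with limma at 15 DAF, and without RR Fe replicate 1 there were 7 higher and 1 lower in panel A and 5 higher and 3 lower in panel B. The sign of the change was the one drawn for every tested gene in both varieties. The figure's genes were chosen on these same samples, so their signs are not independent evidence of direction.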

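In BR, ANS (LOC4325716) rose under Fe from 28.7 ± 19.8 FPKM (SD, n = 3) to 122 ± 18.8 (n = 3), a log2 change of 2.24 (standard error 0.308, adjusted p = 6.81e-04 from limma). CHI (LOC4351321) rose from 10.2 ± 3.47 to 41.1 ± 6.15 (log2 change 1.95, standard error 0.254, adjusted p = 4.37e-04 from limma). The PAL genes LOC4330037 (0.362 ± 0.361 to 3.8 ± 1.16) and LOC4338861 (0.897 ± 0.633 to 4.9 ± 1.45) rose at low FPKM, and the PTAL gene LOC4330034 rose from 53.2 ± 6.29 to 127 ± 12.1. F3H (LOC9270463) rose from 61.1 ± 17.6 to 127 ± 25.4 (adjusted p = 0.024 from limma), F3'5'H (LOC4332919) from 2.88 ± 0.849 to 5.88 ± 0.826 (0.0115), and 4CL (LOC4330407) from 7.11 ± 1.59 to 14.8 ± 4.27 (0.0418). CHS, DFR and both F3'H genes were higher in every Fe library than in every control library and did not pass, with adjusted p of 0.141, 0.12, 0.169 and 0.0553 from limma. Another PAL gene (LOC4330036), another 4CL gene (LOC4328485) and another CHI gene (LOC4349607) were higher and did not pass either. Their adjusted p values were 0.147, 0.463 and 0.0882 from limma. Of 17 genes of these enzymes drawn as changed, 10 rose and 7 did not pass, and all 17 were higher. The number that rose was 5 without control replicate 2 or Fe replicate 3, and 6 without Fe replicate 1. It was 0 with the 6 BR libraries alone, 3 with a pseudocount of 0.1 and 5 without the variance factor. ANS, CHI and the named PAL genes passed in each of the 6 fits that left out 1 library. F3H had an adjusted p of 0.189 without control replicate 2, F3'5'H 0.115 without Fe replicate 1, 4CL 0.247 without control replicate 2 and PTAL 0.119 without control replicate 2.

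**Figure D1:**
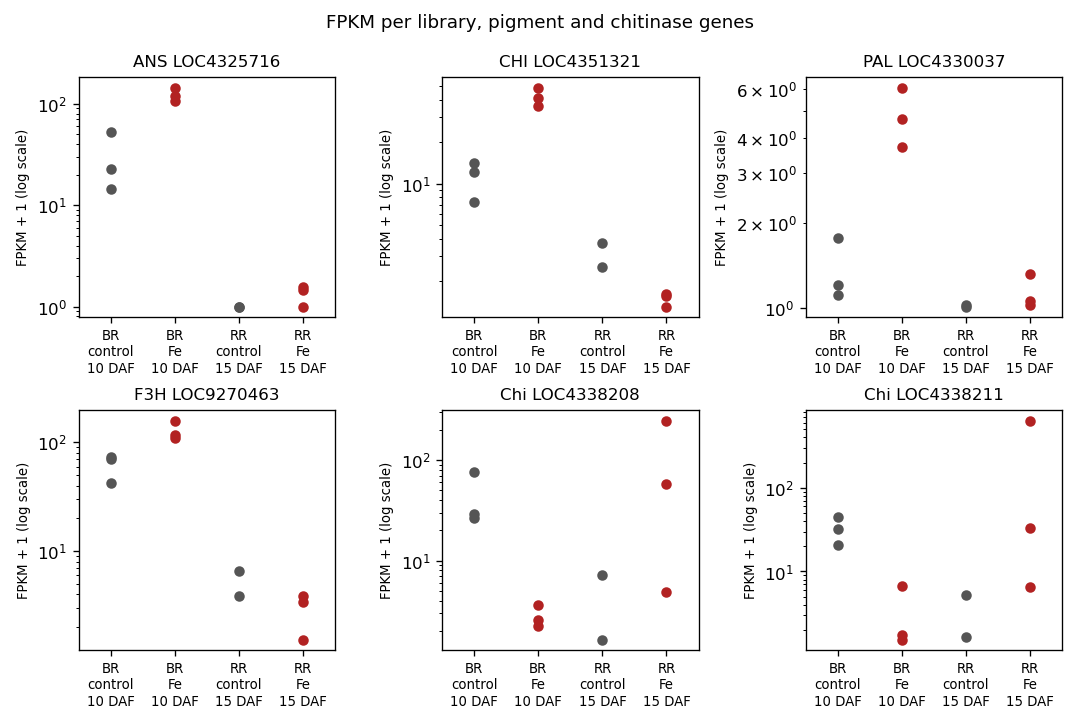
FPKM + 1 on a log axis for 6 genes of Figure 5, with 1 point per library in control (grey) and Fe (red) grains of BR at 10 DAF and RR at 15 DAF. The BR Fe points of ANS, CHI, PAL and F3H lie above all BR control points, and those of both Chi genes lie below them.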

The expression of genes annotated as key enzymes in phenylpropanoid and flavonoid biosynthesis, including ANS, CHI, F3’5’H, F3’H, CHS, 4CL, DFR, F3H, and PAL, was significantly upregulated in BR under Fe treatment. In contrast, both upregulation and downregulation of these DEGs were observed in RR. Additionally, multiple DEGs annotated as enzymes catalyzing transformations among various flavonoids were identified in both BR and RR. These include shikimate O-hydroxycinnamoyl-transferase (HCT), CHI, CHS, DFR, coumaroyl-CoA ligase (4CL), cinnamoyl-CoA reductase (CCR), and phlorizin synthase (PGT1). **Figure 5A** illustrates the specific reactions catalyzed by these enzymes.

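In RR at 15 DAF the flavonoid genes of Figure 5 were close to the floor or varied between Fe libraries. DFR (NewGene_4486) had 6.88 ± 3.21 FPKM (SD, n = 2) in control grains and 1.29 ± 1.01 (n = 3) in Fe grains (log2 change -1.80, standard error 0.468), the smallest p of the figure's genes in RR (adjusted p = 0.595 from limma). CHS had 5.49 ± 1.68 and 1.82 ± 1.04, and CHI (LOC4351321) 2.11 ± 0.873 and 0.486 ± 0.16. ANS (LOC4325716) was 0 in both control libraries and 0.338 ± 0.299 in Fe grains. Of 6 genes of the key enzymes drawn as changed in RR, 1 was higher and 5 lower, and 0 passed with limma, against 1 higher and 2 lower at an unadjusted p below 0.05. When RR Fe replicate 1 was left out, DFR passed with an adjusted p of 0.00502 and 1 gene was called higher and 1 lower. The difference between the responses of BR and RR had an adjusted p of 0.156 for DFR and 0.401 for CHS from limma. The paper states in its Discussion that the higher expression of these enzymes in BR corresponded with higher flavonoid, phenolic and anthocyanin contents under Fe. It proposes distinct regulatory mechanisms of Fe in the 2 varieties. For this it draws on the genes particular to each variety, on sugars that responded differently to Fe and on acid invertase activity.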

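Among the enzymes of flavonoid transformation, HCT (LOC4336939) rose in BR from 0.17 ± 0.18 FPKM (SD, n = 3) to 2.07 ± 1.19 (n = 3), with a log2 change of 1.31 (adjusted p = 0.0108 from limma). CCR (LOC4325988) rose from 0.182 ± 0.143 to 1.17 ± 0.12 (adjusted p = 0.00396 from limma). PGT1 (LOC4343353) rose from 0.536 ± 0.627 to 4.32 ± 0.826 (adjusted p = 9.89e-04 from limma), while PGT1 (LOC4339391) fell from 1.81 ± 0.818 to 0.35 ± 0.262 (0.0404). In BR, 7 of 14 genes drawn as changed rose, 1 fell and 6 did not pass. The number that rose was 3 without control replicate 2, Fe replicate 1 or Fe replicate 3. It was 2 without the variance factor, and 0 with a pseudocount of 0.1 or with the 6 BR libraries alone. With the filter at FPKM of at least 5, 8 of the drawn genes were tested and 1 rose. HCT (LOC4336939), CCR (LOC4325988) and PGT1 (LOC4343353) rose at low FPKM. HCT had an adjusted p of 0.108 and PGT1 (LOC4339391) one of 0.344 without Fe replicate 3. In RR, HCT (LOC4336955) had 9.99 ± 9.3 FPKM (n = 2) in control and 48.8 ± 42.2 (n = 3) in Fe grains, CCR (LOC4323945) 17.2 ± 2.63 and 53.2 ± 31.1, and PGT1 (LOC4324165) 2.47 ± 0.317 and 15.5 ± 11.9. None of the 12 RR genes passed with limma. Leaving out RR Fe replicate 1, 5 were called higher and 1 lower, PGT1 (LOC4324165) among them with an adjusted p of 1.58e-04. LOC4351224, drawn as CCR, has the short name of a RuBisCO activase (OsrcaA1) in the reference table, and its Fe libraries in BR spread widely (6.51 ± 7.25).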

**Figure 5:**
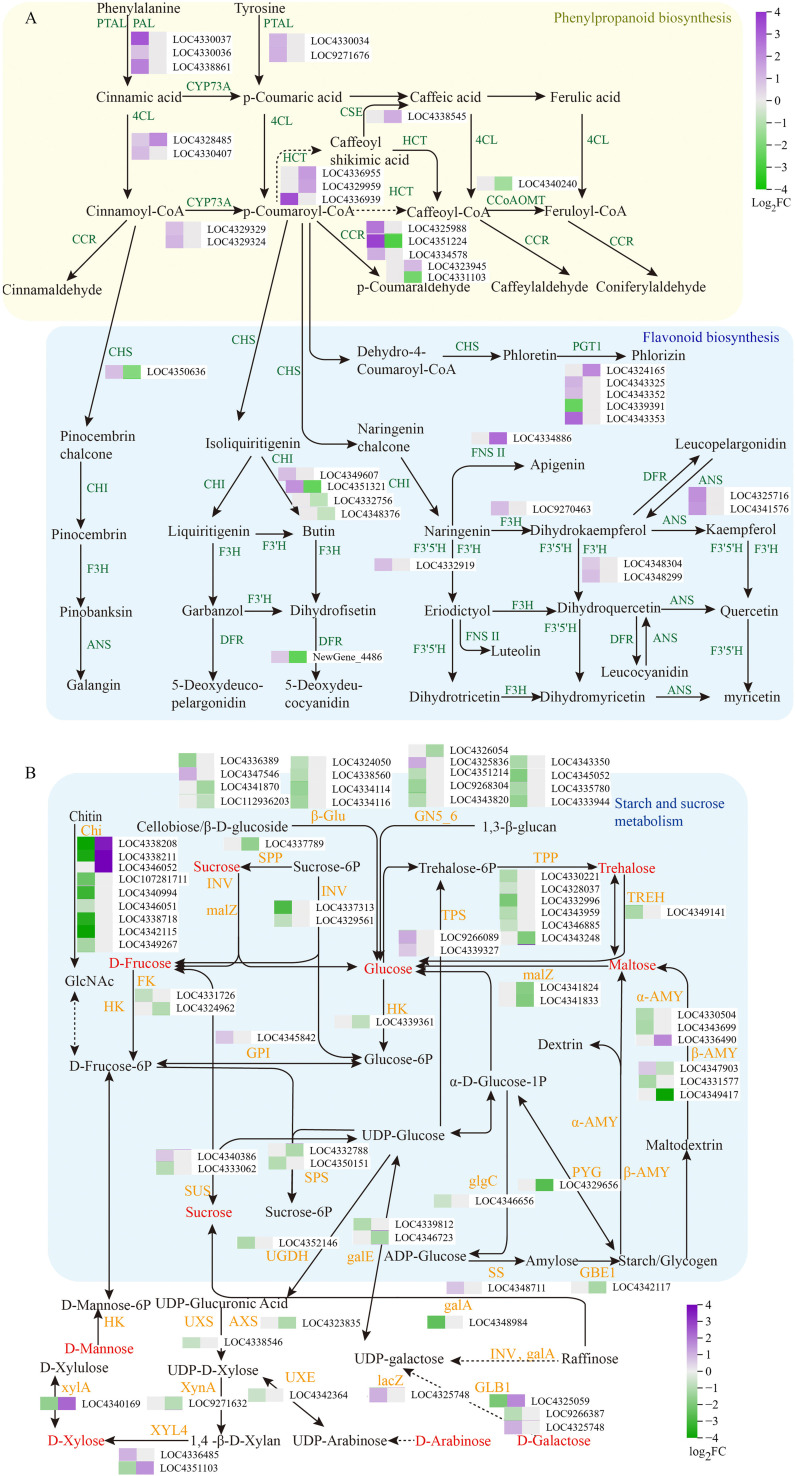
Analysis of flavonoid-related metabolic pathways **(A)** and sugar metabolism pathways **(B)**. FC denotes the fold change in gene expression compared to the control. The left squares display heat maps of differential gene expression in Nanheinuo (BR), while the right squares show heat maps of differential gene expression in Yuhongdao (RR). Grey indicates genes without significant differential expression. The sugars with significant differences are marked in red in figure **(B)** A heatmap of genes annotated as the same enzyme is presented only once. The enzymes in figure A are as follows: ANS, anthocyanin synthase; CHI, chalcone isomerase; F3’H, flavonoid 3’-monooxygenase; F3H, naringenin 3-dioxygenase; CHS, chalcone synthase; DFR, dihydroflavonol 4-reductase; 4CL, coumaroyl-CoA ligase; F3’5’H, flavonoid 3’,5’-hydroxylase; PTAL, phenylalanine/tyrosine ammonia-lyase; CYP73A, trans-cinnamate 4-monooxygenase; HCT, shikimate O-hydroxycinnamoyl-transferase; CCoAOMT, caffeoyl-CoA O-methyltransferase; CCR, cinnamoyl-CoA reductase; PGT1, phlorizin synthase; and FNS II, flavone synthase II. The enzymes in figure B include: INV, β-fructofuranosidase; FK, fructokinase; GPI, glucose-6-phosphate isomerase; glgC, glucose-1-phosphate adenylyltransferase; SS, starch synthase; β-AMY, β-amylase; α-AMY, α-amylase; TPS, trehalose 6-phosphate synthase; TPP, trehalose 6-phosphate phosphatase; SPS, sucrose-phosphate synthase; SUS, sucrose synthase; galE, UDP-glucose 4-epimerase; UGDH, UDP-glucose 6-dehydrogenase; UXS, UDP-glucuronate decarboxylase; UXE, UDP-arabinose 4-epimerase; XYL4, xylan 1,4-β-xylosidase; PYG, glycogen phosphorylase; malZ, α-glucosidase; HK, hexokinase; SPP, sucrose-6-phosphatase; β-Glu, β-glucosidase; GN5_6, glucan endo-1,3-β-glucosidase 5/6; GBE1, 1,4-α-glucan branching enzyme; XynA, 1,4-β-D-xylan synthase; GLB1, β-galactosidase; xylA, xylose isomerase; TREH, α-trehalase; lacZ, β-galactosidase; galA, α-galactosidase; and Chi, chitinase.

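Genes of sugar decomposition were mostly lower in BR. The INV gene OsCIN5 (LOC4337313) fell from 1.11 ± 0.0839 FPKM (SD, n = 3) to 0.156 ± 0.0417 (n = 3), a log2 change of -0.87 (standard error 0.125, adjusted p = 9.35e-04 from limma). GN5_6 (LOC4345052) fell from 1.74 ± 0.298 to 0.491 ± 0.167 (adjusted p = 0.00608 from limma). The beta-Glu gene LOC4334116 fell from 75 ± 27.9 to 30.4 ± 14.2 (0.0429), LOC4334114 from 15.6 ± 3.89 to 5.81 ± 0.533 (0.044), and Os4bglu16 (LOC4336389) by 1.25 on the log2 scale (0.0404). GN5_6 also fell at LOC4333944 (6.47 ± 1.86 to 2.19 ± 1.24) and LOC9268304 (4.49 ± 1.23 to 1.69 ± 0.613). Of 21 genes drawn as changed in BR, 18 were lower, 7 of them at an adjusted p below 0.05 from limma. The number that fell was 1 without Fe replicate 1, 2 without Fe replicate 3, control replicate 2 or control replicate 3, and 11 without Fe replicate 2. It was 1 with a pseudocount of 0.1 or without the variance factor, and 0 with the 6 BR libraries alone. With the filter at FPKM of at least 5, 13 of the drawn genes were tested and 0 passed. OsCIN5 and GN5_6 (LOC4345052) fell at low FPKM. OsCIN5 passed in all 6 fits that left out 1 library, and GN5_6 (LOC4345052) in 5, with an adjusted p of 0.0759 without Fe replicate 1. In RR the malZ gene LOC4341824 had 1623 ± 230 FPKM (n = 2) in control and 691 ± 815 (n = 3) in Fe grains (log2 change -1.91, adjusted p = 0.595 from limma). Of the 9 RR genes drawn as changed 8 were lower, and none passed with limma (1 higher and 3 lower without RR Fe replicate 1).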

Most genes annotated as enzymes catalyzing the decomposition of cellobiose, glucan, raffinose, sucrose, and starch/glycan showed significantly decreased expression levels under Fe treatment (**Figure 5B**). These enzymes include β-glucosidase (β-Glu), glucan endo-1,3-β-glucosidase 5/6 (GN5_6), β-fructofuranosidase (INV), β-amylase (β-AMY), α-amylase (α-AMY), glycogen phosphorylase (PYG), α-glucosidase (malZ), and α-galactosidase (galA). However, Fe treatment upregulated only four genes annotated as these enzymes. 

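The 4 genes of these enzymes that Figure 5 draws as higher under Fe were higher and did not pass the test. They are the beta-Glu gene LOC4347546 in BR (1.54 ± 0.505 to 3.42 ± 0.867 FPKM, SD, n = 3 each, adjusted p = 0.0867 from limma), GN5_6 (LOC4325836) in BR (0.305 ± 0.0938 to 0.705 ± 0.215, adjusted p = 0.689), beta-AMY (LOC4347903) in BR (3.27 ± 0.196 to 5.3 ± 0.716, adjusted p = 0.216) and alpha-AMY (LOC4336490) in RR (0.949 ± 0.137, n = 2, to 4.8 ± 4.79, n = 3, adjusted p = 0.607). When RR Fe replicate 1 was left out, alpha-AMY passed with an adjusted p of 0.0492 from limma. LOC4347546 passed without BR Fe replicate 2 (adjusted p = 0.0354 from limma) and with quantile normalization (0.0318). Over all 29 genes drawn for these enzymes, 9 were higher in BR and 11 in RR, and none of them passed.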

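OsTPP9 (LOC4332996) fell in BR under Fe from 10.4 ± 5.53 FPKM (SD, n = 3) to 2.54 ± 2 (n = 3), a log2 change of -1.70 (standard error 0.417, adjusted p = 0.042 from limma). It lost this call in 4 of the 6 fits that left out 1 library, with an adjusted p of 0.307 without Fe replicate 3. All 6 genes of phosphorylation and dephosphorylation drawn as changed in BR were lower, and the other 5 did not pass. The FK gene LOC4331726 had 3.35 ± 0.681 in control and 2.03 ± 0.0327 in Fe grains (adjusted p = 0.235 from limma). In RR the HK gene LOC4339361 had 9.13 ± 3.06 (n = 2) and 7.88 ± 3.24 (n = 3), the SPP gene LOC4337789 1.34 ± 0.802 and 0.707 ± 0.191, and the FK gene LOC4324962 25.4 ± 7.75 and 24.2 ± 12.8, with adjusted p of 0.887, 0.763 and 0.949 from limma. None of these 3 RR genes passed in any fit that left out 1 library, and without RR control replicate 3 2 of them were higher.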

Genes annotated as enzymes involved in phosphorylation and dephosphorylation, including fructokinase (FK), hexokinase (HK), trehalose 6-phosphate phosphatase (TPP), and sucrose-6-phosphatase (SPP), were significantly downregulated under Fe treatment. 

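Among genes of conversions between monosaccharides and disaccharides, XYL4 (LOC4336485) rose in BR from 1.19 ± 0.0875 FPKM (SD, n = 3) to 2.5 ± 0.386 (n = 3), with an adjusted p of 0.0308 from limma. Without Fe replicate 1 its adjusted p was 0.234, and it passed in 1 of the 6 fits that left out 1 library. UGDH (LOC4352146) had 8.56 ± 2.49 in control and 4.14 ± 1.58 in Fe grains (adjusted p = 0.0812 from limma). Of 18 tested genes drawn as changed in BR, 7 were higher and 11 lower, and 17 did not pass. Without Fe replicate 2, 1 was called higher and 4 lower. In RR, xylA (LOC4340169) had 6.61 ± 2.36 (n = 2) in control and 46.3 ± 47.9 (n = 3) in Fe grains, and none of 7 tested genes passed with limma. On leaving out RR Fe replicate 1, xylA passed with an adjusted p of 0.00453.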

Multiple DEGs annotated as enzymes catalyzing transformations among monosaccharides and disaccharides were identified. Fe treatment significantly downregulated the expression of multiple genes annotated as chitinase (Chi) in BR but upregulated them in RR.

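Of 8 Chi genes drawn as changed in BR, 4 fell. LOC4338208 fell from 42.6 ± 27.6 FPKM (SD, n = 3) to 1.79 ± 0.72 (n = 3), a log2 change of -3.82 (standard error 0.755, adjusted p = 0.0112 from limma). OsChia1b (LOC4338718) fell from 12.8 ± 5 to 1.13 ± 0.707 (log2 change -2.68, adjusted p = 0.0026 from limma), LOC4338211 from 31.8 ± 12.2 to 2.3 ± 2.9 (log2 change -3.59, 0.0435), and LOC107281711 from 1.88 ± 0.304 to 0.381 ± 0.48 (log2 change -1.11, 0.00286). The other 4 were lower and did not pass. With a pseudocount of 0.1 or with the 6 BR libraries alone, 0 passed. OsChia1b and LOC107281711 passed in all 6 fits that left out 1 library. Without Fe replicate 3 the adjusted p was 0.108 for LOC4338208 and 0.305 for LOC4338211, and 2 Chi genes passed in each fit without control replicate 2 or 3 or Fe replicate 1 or 3.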

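In RR the Fe libraries spread over a wide range for the same genes. LOC4338208 had 3.4 ± 3.9 FPKM (SD, n = 2) in control and 101 ± 126 (n = 3) in Fe grains (log2 change 3.58, adjusted p = 0.595 from limma). LOC4338211 had 2.43 ± 2.52 and 221 ± 351 (log2 change 4.13, adjusted p = 0.595 from limma), and LOC4346052 had 0.856 ± 0.284 and 22.4 ± 32.6 (adjusted p = 0.599). These 3 genes passed without RR Fe replicate 1, with adjusted p of 0.0154, 0.0306 and 0.0295 from limma. The difference between the responses of BR and RR was -7.40 on the log2 scale for LOC4338208 (adjusted p = 0.2 from limma) and -7.71 for LOC4338211 (adjusted p = 0.313 from limma).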

### 3.6 Key modules and hub genes associated with sugar and flavonoid metabolism

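Most of the variance of the 11 veraison libraries lay between the varieties. Over all 19774 genes tested, 64.6% of the sum of squares of log2(FPKM + 1) lay between BR and RR, 10.9% between treatments within a variety and 24.5% within groups. For the 141 BR DEGs the shares were 51.4%, 36.1% and 12.5%. For the 107 genes of Figure 5 they were 61.2%, 18.1% and 20.8%. Both sets were chosen on treatment differences in these same libraries, so their larger treatment shares are not independent evidence. The varieties were sampled at different days, so the share between varieties includes the difference in stage. Sugar and flavonoid contents per library, the modules and their genes are not in the files.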

Based on DEGs, WGCNA was conducted to explore the metabolic mechanisms underlying the potential correlation between flavonoids and sugars. Key modules were identified through WGCNA and are represented by various colors (**Figure 6A**). Notably, the contents of sucrose, trehalose, raffinose, and galactose, along with anthocyanins, total flavonoids, and total phenolics, showed significant positive correlations with gene expression in the green module, with Pearson’s correlation coefficients exceeding 0.64. In contrast, the contents of sorbitol and proanthocyanidin were significantly negatively correlated with gene expression in the green module, with Pearson’s coefficients below -0.7. A similar pattern was observed in the black module. Specifically, the black module showed a strong positive correlation with glucose content (Pearson’s coefficient = 0.94) and strong negative correlations with fructose and proanthocyanidin contents. The black and green modules were selected for further analysis. KEGG annotation was performed to characterize the functions of genes within these modules. Co-expression networks were constructed using genes from the black and green modules. Hub genes associated with flavonoid and sugar metabolism were identified in the black and green modules, respectively. Co-expression networks were generated based on betweenness centrality (BC) values and are presented in **Figures 6B, C**. The black module contained sixteen hub genes, while the green module contained twenty-one. The hub genes from the black module included six genes annotated as GHs, four genes annotated as peroxidase (POD), one gene annotated as polyphenol oxidase (PPO), as well as genes annotated as 6-phosphofructokinase 1 (PFK), trehalose 6-phosphate phosphatase (TPP), trehalase (Tre), UDP-glucose 6-dehydrogenase (GlcDH), and sucrose-phosphate synthase (SPS) according to KEGG. The GHs and PPO genes occupied central nodes in the co-expression network. 

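F3'H (LOC4348304) had 64.3 ± 18.3 FPKM (SD, n = 3) in BR control and 106 ± 34.5 (n = 3) in BR Fe grains, against 1.65 ± 0.718 (n = 2) and 2.19 ± 0.651 (n = 3) in RR. CHS had 165 ± 60.3 and 333 ± 113 in BR, and DFR (NewGene_4486) had 192 ± 54.3 and 329 ± 85.4. F3H had 4.19 ± 1.86 in RR control and 1.95 ± 1.24 in RR Fe grains. The BR libraries of each of these genes lay above all RR libraries, and the difference between varieties was not tested, since they were sampled at different days.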

A cluster of hub genes annotated as key enzymes involved in flavonoid metabolism was identified in green modules, including ANS, CHI, F3’5’H, F3’H, CHS, 4CL, DFR, F3H, anthocyanin 3-O-glucosyltransferase (GT_1_), UDP-glycosyltransferase (GT_2_), and cinnamyl-alcohol dehydrogenase (CAD). However, two genes annotated as GHs also occupied central nodes within this co-expression network.

**Figure 6:**
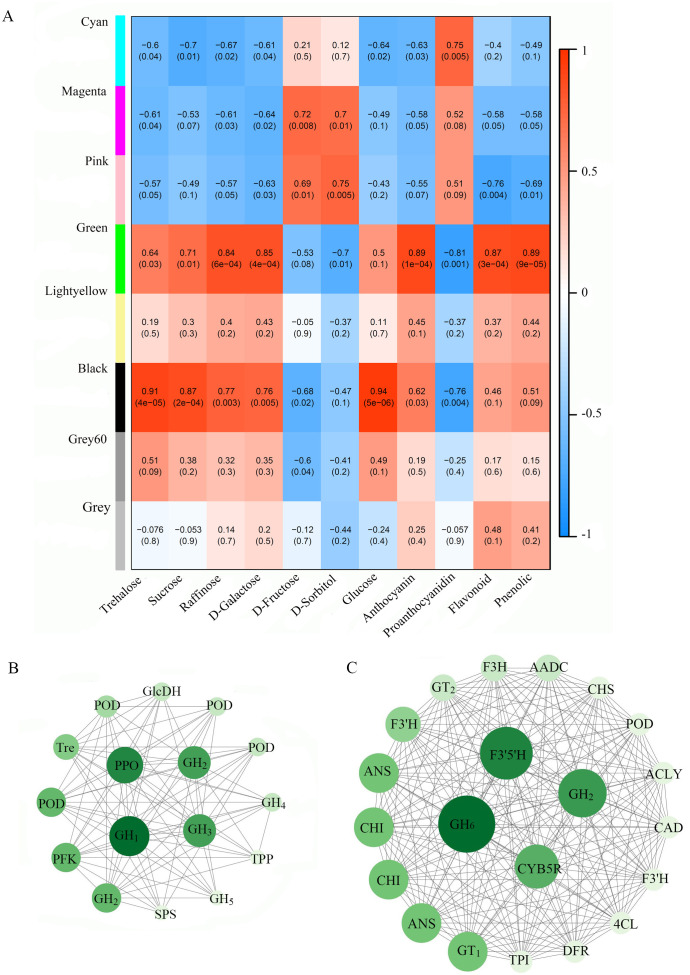
Correlations between sugar and flavonoid content and the expression levels of differentially expressed genes **(A)**. Network analysis of the black module **(B)** and the green module **(C)**. Notes: GH_4_, β-galactosidase; GH_5_, galacturan 1,4-α-galacturonidase; PFK, 6-phosphofructokinase 1; GH_3_, β-fructofuranosidase; POD, peroxidase; SPS, sucrose-phosphate synthase; Tre, trehalase; GH_1_, glucan endo-1,3-β-glucosidase; GH_2_, β-glucosidase; TPP, trehalose 6-phosphate phosphatase; GlcDH, UDP-glucose 6-dehydrogenase; PPO, polyphenol oxidase; GH_6_, β-D-xylosidase; F3’5’H, flavonoid 3’,5’-hydroxylase; CYB5R, cytochrome-b5 reductase; GT_1_, anthocyanin 3-O-glucosyltransferase; ANS, anthocyanin synthase; CHI, chalcone isomerase; F3’H, flavonoid 3’-monooxygenase; GT_2_, UDP-glycosyltransferase; F3H, naringenin 3-dioxygenase; AADC, aromatic L-amino acid decarboxylase; CHS, chalcone synthase; ACLY, ATP-citrate lyase; CAD, cinnamyl-alcohol dehydrogenase; DFR, dihydroflavonol 4-reductase; TPI, triosephosphate isomerase; 4CL, coumarin CoA ligase.

## 4 Discussion

### 4.1 Content of flavonoid-related compounds in the grains decreased throughout the later filling stages and was independent of dry matter accumulation

The biosynthesis and accumulation of flavonoid compounds occur during the grain-filling stage in colored rice (Shao et al., 2014; Rahman et al., 2015; Jiamyangyuen et al., 2017). In this study, dry matter in the grains accumulated rapidly before 15 DAF. After this point, dry matter weight remained relatively stable, while fresh grain weight decreased, indicating that grains of both BR and RR began dehydrating after 15 DAF (**Figures 1C, D**). Grain growth may influence the dynamic deposition of flavonoid compounds. Therefore, grain phenotype, total flavonoid, anthocyanin, proanthocyanidin, and total phenolic content were analyzed at different developmental stages. The entire BR grains turned black by 10 DAF, whereas the RR grains changed to green-yellow at 15 DAF and red at 20 DAF. The levels of all these compounds peaked at 10 DAF in both BR and RR. Subsequently, their concentrations decreased throughout the later filling stages. This phenomenon suggests that the accumulation and transformation of these compounds were independent of dry matter accumulation. Shao et al. (2014) and Rahman et al. (2015) also reported a significant decrease in anthocyanin content of black rice during the later filling stage. In contrast, Xiong et al. (2023) reported a black rice variety exhibiting slower accumulation of flavonoids and phenolics; the entire grain turned black at 21 DAF and reached the highest anthocyanin content at 28 DAF, without a subsequent decrease in anthocyanin levels. Different varieties of black rice had various anthocyanin accumulation dynamics (Zhao and Liu, 2021). The varietal discrepance may contribute to these contrasting results. The change in grain color of RR did not correspond directly with the decrease in proanthocyanidin and total flavonoid content during the filling stage, consistent with the results of Jiamyangyuen et al. (2017). This discrepancy might be due to the presence of colorless oligomeric proanthocyanidins during the early filling stage (Liao et al., 2025). The observed decline in anthocyanin, proanthocyanidin, and total flavonoid levels suggest that active metabolic transformations existed during the later filling stage. This decrease might be attributed to dehydration after 15 DAF and the reduced activity of PAL, a key enzyme involved in flavonoid biosynthesis (Chen et al., 2023).

### 4.2 Foliar iron application significantly influences the dynamics of flavonoid accumulation and sugar metabolism, while a close correlation between flavonoid and sugar metabolism exists in colored rice

Our previous studies reported that foliar Fe treatment increased the content of proanthocyanidins, anthocyanins, and total flavonoids, as well as the antioxidant capacity in mature grains of colored rice. However, it did not significantly affect the Fe content of the grains over a two-year experiment (Zhao et al., 2024). Thus, this study focused on the underlying regulatory mechanisms of flavonoid-related substances response to Fe treatment. Because the total flavonoid content of rice grains did not increase with rising Fe concentration and varieties responded differently to it (Zhao et al., 2024). Based on preliminary experiment results, 0.1% (1Fe) and 0.2% (2Fe) FeSO_4_·7H_2_O were selected as the optimal Fe concentrations for this study. For BR, the contents of total flavonoids, anthocyanins, and total phenolics in the 1Fe treatment were significantly higher than those in the 2Fe treatment at certain stages, while no significant differences in these compound contents were observed between the 2Fe treatment and the control at multiple stages. This phenomenon may be due to the different Fe dose responses. Nevertheless, the contents of these compounds in BR under the 1Fe treatment and in RR under both 1Fe and 2Fe treatments were significantly higher than those in the control treatment at multiple stages during the later grain-filling period, suggesting that Fe application enhances the accumulation of these compounds in mature grains primarily by retarding their degradation during this phase. Higher PAL activity under Fe treatment was also observed in BR at 10 DAF and in RR at both 10 and 15 DAF (**Figures 2E, F**), indicating that PAL activity might contribute to changes in total flavonoid content across different treatments. Although similar variation trends in flavonoid and anthocyanin contents were observed during the filling stage, and a strong correlation between them was confirmed (Zhu et al., 2024), the extent of reduction in these compounds differed due to the varying stability of different flavonoids during grain maturation. Additionally, variations in extraction and detection methods, as well as differences in error ranges, may have contributed to the inconsistent results in variance analysis between the Fe treatment and control groups. This phenomenon was also observed in the antioxidant capacity of the two varieties, despite the strong positive correlation between total flavonoid content and antioxidant capacity (Chen et al., 2024). Furthermore, different flavonoid metabolites exhibit varying antioxidant capacities (Chen et al., 2022). At the mature stage, Fe treatment significantly increased the total flavonoid content but did not significantly affect the DPPH and ABTS scavenging rates in BR. This suggests that Fe treatment may impact the transformation and storage forms of flavonoids during maturity. Our previous study reported foliar application of iron impacts flavonoid glycosylation and storage forms (Zhao et al., 2024). Overall, higher antioxidant capacity, DPPH and ABTS scavenging rates, were observed in the 1Fe and 2Fe treatments at several stages (after 15 DAF) compared to the control (**Figures 2A–D**). Although the differences in metabolite concentrations between the control and Fe treatments appear relatively small, they were consistently observed over many years of experimentation, with the magnitude of these differences varying annually (Zhao et al., 2024). This supports research on the effects of environmental factors on flavonoids and offers a new perspective for studying the nutritional physiology of trace elements in colored rice and the agronomic regulation of flavonoid compounds.

Flavonoid aglycones are commonly conjugated with various sugar moieties (Zhan et al., 2019). Additionally, sugar accumulation in grains is an important quality factor, as it not only influences nutritional value but also affects the flavor of rice by contributing sweetness and serving as substrates for the Maillard reaction, which results in the aroma of rice (Guan and Zhang, 2022). Therefore, sugar metabolism in grains, including monosaccharides, disaccharides, trisaccharides, and polysaccharides, were investigated. Foliar Fe fertilizer application resulted in significantly lower levels of glucose, sucrose, D-sorbitol, and inositol compared to control in both BR and RR, whereas only the content of D-xylose was prominently increased under the 1Fe treatment compared to control. Foliar Fe fertilizer application did not noticeably affect starch content (**Supplementary Table 3**). Sugars and sugar alcohols with significant differences were primarily involved in KEGG pathways such as starch and sucrose metabolism, galactose metabolism, pentose and glucuronate interconversions, and amino sugar and nucleotide sugar metabolism (**Figure 3**). Foliar iron application simultaneously influences the deposition dynamics of flavonoid-related compounds and sugar metabolism. Potential crosstalk between flavonoid and sugar metabolism has also been found in tea (Lv et al., 2022) and fungi (Jia et al., 2025). The correlations among these compounds in colored rice were investigated in this study. Anth-Proanth was significantly positively correlated with the levels of D-xylose, D-arabinitol, D-galactose, GlcNAc, sucrose, trehalose, and raffinose. Both total flavonoid and total phenolic contents were also strongly positively correlated with these sugar compounds, as well as with glucose, D-mannose, and inositol. Conversely, Anth-Proanth, total flavonoid, and total phenolic contents were significantly negatively correlated with D-fructose, D-sorbitol, and 1,5-anhydroglucitol (**Figure 3**). Farcuh et al. (2022) similarly reported that anthocyanin concentrations were positively associated with sucrose and galactose in plums. However, they found that flavonol and flavan-3-ol metabolism were positively correlated with sorbitol, fructose, glucose, and minor sugars in plums. This finding does not align with our results, which may be due to differences in measurement methods between total flavonoid content and the metabolism of flavonol and flavan-3-ol. Sugar moieties of flavonoids can influence their properties, including stability, solubility, and biological activity, all of which are crucial for the transport and storage of various flavonoids (Ren et al., 2022). The close relationship between sugar metabolism and the content of flavonoid-related compounds suggest that sugar metabolism may affect the dynamics of flavonoid transformation and accumulation in response to Fe treatments. Strong correlations among sugars and sugar alcohols were also observed. These correlational relationships and the transformations among these sugar compounds within metabolic pathways indicate adjustments in internal sugar metabolism, which may also influence flavonoid accumulation.

### 4.3 Foliar iron application influences the expression of genes involved in flavonoid and sugar metabolic pathway

Due to the active flavonoid metabolic network in the grains at veraison, the transcriptional characteristics during this period directly influences the accumulation and diversity of flavonoids, as well as the direction and efficiency of subsequent degradation and transformation processes. Simultaneously, physiological metabolism and enzymatic activity in the grains rapidly decline as they mature (Wang et al., 2021). This is demonstrated by the significantly greater number of down-regulated DEGs at 20 DAF compared to up-regulated genes, based on the analysis of gene expression differences between 15 DAF and 20 DAF (**Supplementary Figure 3**), and by the near-zero activity of PAL and acid invertase at 20 DAF measured in preliminary experiments. 

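Storage transcripts were much lower in RR grains at 20 DAF than at 15 DAF. The glutelin gene GLUA-3 (LOC4333164) fell from 5503 ± 712 FPKM (SD, n = 2) to 95.8 ± 60.5 (n = 3) in control grains and from 1713 ± 2056 (n = 3) to 43.9 ± 26.6 (n = 3) in Fe grains, with a log2 change of -5.34 over both treatments (standard error 0.508, adjusted p = 6.23e-06 from limma). OsGER3 fell from 90.4 ± 16.6 to 3.85 ± 5.65 in control grains (log2 change over both treatments -5.88, adjusted p = 5.18e-06 from limma). The maltase gene LOC4341824 fell by 4.17 on the log2 scale over both treatments. GLUA-2, RA5, RASI, AC2 and Chib3H-h were also among the genes that fell most. AMY1.2 rose from 4.35 ± 6.16 to 711 ± 1087 in control grains (log2 change over both treatments 5.48, adjusted p = 4.61e-04 from limma). OsTIP1 rose from 1.27 ± 0.458 to 80.2 ± 22.1 in control grains (log2 change over both treatments 4.05, adjusted p = 1.12e-05 from limma). OsHsp23.2, OsHsp17.9A, OsELA1, OsABCG53, OsbZIP41 and OsCslE1 were also among those that rose most. All of these genes kept their direction and call with median-centred values, with quantile normalization and in each fit that left out 1 library.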

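The direction of the gene counts depended on the scaling. With FPKM as given, 5887 genes rose and 1170 fell at 20 DAF at the DEG thresholds with limma, and the median log2 change of all genes was 0.53. With values centred on each library's median, 2244 rose and 2634 fell, and with quantile normalization 2302 rose and 2056 fell. The 50 genes with the highest values held 60.9% to 64.4% of the FPKM in control libraries at 15 DAF and 25.5% to 26.8% at 20 DAF. With the 50 genes highest at 15 DAF left out and the rest rescaled, 1601 rose and 2193 fell. The control libraries alone gave 4867 up and 845 down, and the Fe libraries alone 87 up and 32 down. Without RR Fe replicate 3 at 15 DAF the counts were 3047 up and 764 down. Median centring makes the changes balance around 0, so that split reflects the scaling as well. Fe replicates 2 and 3 at 15 DAF lay between the stages. From more genes lower than higher at 20 DAF and from near-zero enzyme activities, the paper concludes that metabolism declines as grains mature and that grains at veraison are best suited to its transcriptome analysis.

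**Figure D2:**
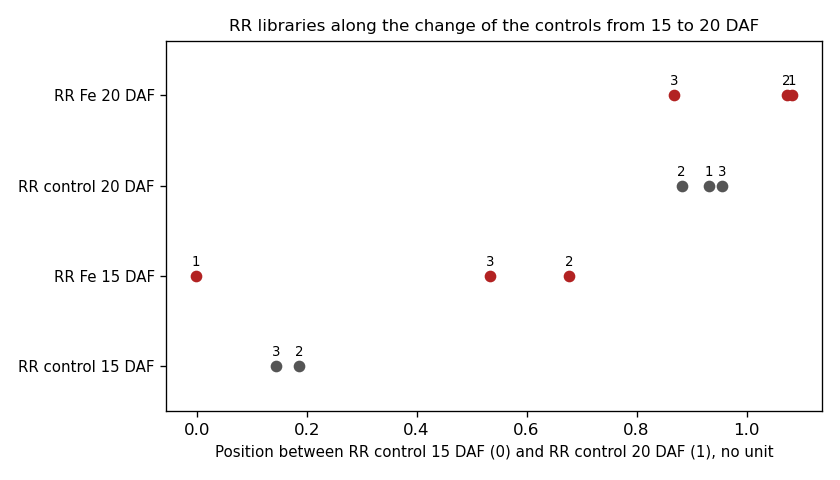
Position of each RR library (1 point per library, with its replicate number) along the change of the control libraries from 15 DAF (0) to 20 DAF (1), without unit. Fe replicates 2 and 3 at 15 DAF lie at 0.677 and 0.533, Fe replicate 1 at -0.001 and the controls at 15 DAF at 0.187 and 0.144. Each control was left out of its own end of the axis, so each control at 15 DAF was placed against the other one alone. Positions of controls are therefore not directly comparable with those of Fe libraries.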

Low physiological activity contradicts the metabolic analysis of flavonoids and sugars. Therefore, transcriptome analysis and the qPCR validation of the grains at veraison (10 DAF for BR and 15 DAF for RR) are optimal for explaining the dynamic transformation of flavonoids during the later grain-filling stage. To obtain systematic insights into the effect of foliar Fe treatment on the deposition mechanisms of flavonoid and sugar metabolism, transcriptome analysis of the grains at veraison was carried out. It was observed that, whether considering upregulated or downregulated DEGs, only a small number of DEGs were common to both RR and BR. 

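The changes under Fe in BR and in RR at 15 DAF had a correlation of -0.139 over 19774 genes, which are not independent replicates. Of the 66 genes that rose in BR, 35 were higher under Fe in RR. Of the 75 that fell in BR, 16 were lower in RR, where the typical gene was higher under Fe. OsMPH1 had 0.272 FPKM in RR control and 2.54 in RR Fe grains, with a log2 change of 1.29 there (not passing with limma). OsCslA4 stayed near the floor in RR, at 0.197 and 0.102 FPKM.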

Man I thank the authors for the detailed response. However, I have a few additional queries. The revised abstract (lines 19-20) suggests that flavonoid transformation may explain delayed flavonoid degradation, and lines 284–285 mention DEGs associated with flavonoid transformation in BR and RR. Could the authors clearly specify what types of flavonoid transformations are being referred to and which genes or enzyme families are involved? Additionally, what are their potential roles in regulating flavonoid dynamics, and how has Fe treatment influenced their expression? Additional interpretations in result and discussion sections would help clarify the proposed role of Fe in regulating flavonoid transformation.y DEGs were unique to either BR or RR. These findings are consistent with the results of sugar metabolism described above. The responses of D-mannose, maltose, D-galactose, D-arabinitol, trehalose, D-fructose, and D-arabinose to Fe treatment differed between BR and RR. Variance in acid invertase activity further supported the differences in sugar metabolism between BR and RR. These results suggest distinct regulatory mechanisms of Fe in RR and BR, which may stem from the remarkable difference in flavonoid metabolism between the two colored rice types (Chen et al., 2012; Zhang et al., 2023; He et al., 2025). Nevertheless, DEGs were simultaneously enriched in KEGG pathways such as phenylpropanoid biosynthesis, flavonoid biosynthesis, carbon metabolism, starch and sucrose metabolism, amino sugar and nucleotide sugar metabolism, and glycolysis/gluconeogenesis in both BR and RR. Among these pathways, Fe treatment had a significant impact on the levels of multiple sugars and sugar alcohols involved in starch and sucrose metabolism, as well as amino sugar and nucleotide sugar metabolism, in both BR and RR (**Figure 3A**). Furthermore, DEGs involved in sugar- and flavonoid-related metabolic pathways were analyzed in greater detail. 

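The difference in Fe response between BR and RR was also tested for each gene list. It was positive (BR above RR) for starch synthesis, with a median of 0.95 (camera, adjusted p = 1.61e-04, 0.344 with the correlation estimated), and for sucrose synthases and sucrose phosphate synthases, with a median of 0.40 (0.0239, 0.703 with the correlation estimated). With values centred on library medians these were 1.25 (0.00643) and 0.69 (0.04998). Starch synthesis passed in all 11 fits that left out 1 library and sucrose synthases and sucrose phosphate synthases in 7. With RR Fe replicates 2 and 3 both left out, a fit chosen after the data were seen, the medians were -0.09 (0.708) and -0.01 (0.832). These 2 libraries had a mean log2(FPKM + 1) of the storage proteins of 10.09 and 10.06, against 12.06 in RR Fe replicate 1 and 11.94 and 12.13 in the RR controls at 15 DAF. In RR controls and Fe grains together, the median change of starch synthesis from 15 to 20 DAF was -1.22. The difference did not pass for the phenylpropanoid and flavonoid genes (median 0.06, 0.0816), sugar transporters (-1.46, 0.0792), UDP-sugar interconversion (0.290), chitinases (0.690), beta-glucosidases (0.877), invertases (0.835) or trehalose phosphate phosphatases (0.819). Of the lists that did not pass, sugar transporters did so in 4 of the 11 fits that left out 1 library and the phenylpropanoid and flavonoid genes in 3, and both passed without RR Fe replicates 2 and 3 (0.00127 and 0.0420). The files hold no KEGG annotation, so these lists of genes with short names stand in for the pathways.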

The expression of genes annotated as key enzymes in phenylpropanoid and flavonoid biosynthesis, including ANS, CHI, F3’5’H, F3’H, CHS, 4CL, DFR, F3H, and PAL, was significantly upregulated in BR under Fe treatment. This upregulation corresponded with the higher total flavonoid, total phenolic, and anthocyanin content observed in BR under Fe treatment. Additionally, multiple DEGs annotated as enzymes catalyzing transformations among various flavonoids were identified in both BR and RR, including shikimate O-hydroxycinnamoyl-transferase (HCT), CHI, CHS, DFR, coumaroyl-CoA ligase (4CL), cinnamoyl-CoA reductase (CCR), and phlorizin synthase (PGT1). **Figure 5A** illustrates the specific reactions catalyzed by these enzymes. Although the expression level changes of these DEGs in response to Fe treatment were different, this result further supports the conclusion that Fe treatment impacts the transformation and storage forms of flavonoids during maturation. The differential expression of numerous genes associated with flavonoid transformation may be a primary reason in delaying flavonoid degradation during the later filling stage, due to the varying stability of different flavonoids. However, this hypothesis requires further investigation.

Most genes annotated as enzymes responsible for the decomposition of cellobiose, glucan, raffinose, sucrose, and starch/glycan exhibited significantly decreased expression levels under Fe treatment, suggesting that Fe application might suppress polysaccharide degradation. Genes annotated as fructokinase (FK), hexokinase (HK), trehalose 6-phosphate phosphatase (TPP), and sucrose-6-phosphatase (SPP) were also significantly downregulated under Fe treatment. These enzymes involve in phosphorylation and dephosphorylation of sugar. Multiple DEGs annotated as enzymes that catalyze transformations among monosaccharides and disaccharides were identified, contributing to significant variance in the content of sugars and sugar alcohols between Fe treatment and control. Fe treatment significantly downregulated the expression of multiple genes annotated as chitinase (Chi) in BR but upregulated them in RR. Since Chi activity is closely correlated with biological resistance (Feng et al., 2025), the regulatory effect of Fe on biological resistance warrants further investigation. To explore the co-expression networks within gene modules strongly correlated with the content of sugar- and flavonoid-related substances, WGCNA was performed based on DEGs regulated by Fe application. Key modules (green and black) significantly correlated with most flavonoid compounds, sugars, and sugar alcohols, and contained multiple hub genes annotated as glycoside hydrolases (GHs) in KEGG, particularly in the black module, where these GH genes occupied central nodes within the co-expression network. GHs (EC 3.2.1.-), also known as glycosidases, catalyze the cleavage of glycosidic bonds in flavonoid glycosides. They can also utilize sucrose and starch as glycosyl donor substrates to catalyze O-glycosylation of flavonoids (Minic, 2008; Tian et al., 2024). Along with glycosyltransferases (GTs) and transglycosidases (TGs), GHs mediate the formation and cleavage of glycosidic linkages in flavonoid glycosides (Lai et al., 2025). However, GTs primarily drive flavonoid glycosylation and exhibit sugar-donor selectivity (Kim et al., 2013). In this study, only two hub genes annotated as anthocyanin 3-O-glucosyltransferase (GT1) and UDP-glycosyltransferase (GT2) were identified within the green module. These findings suggest that GHs and GTs connect sugar and flavonoid metabolism in the grains of colored rice under Fe treatment by regulating flavonoid glycosylation. The differential expression of multiple hub genes annotated as GHs, regulated by foliar Fe application, might mainly contribute the crosstalk between sugar and flavonoid metabolism in grains of colored rice. In addition to hub genes annotated as GHs and GTs, four hub genes annotated as peroxidase (POD) and one hub gene annotated as polyphenol oxidase (PPO) also warrant attention. As a cofactor, Fe markedly affects the activity of peroxidase (POD) and polyphenol oxidase (PPO) (Zeb et al., 2019; Wei et al., 2021; Liu et al., 2022). PPO and POD catalyze the oxidation of phenolic hydroxyl groups in flavonoids, thereby disrupting their structure and facilitating the degradation of flavonoids (Zhao et al., 2021; Pourcel et al., 2007). Differential expression of these hub genes might be another internal factor contributing to the reduction of flavonoid degradation induced by Fe. But effect of the two enzymes on the crosstalk between flavonoid and sugar metabolism still requires further investigation.

## 5 Conclusion

The expression of genes annotated as key enzymes in phenylpropanoid and flavonoid biosynthesis, including ANS, CHI, F3’5’H, F3’H, CHS, 4CL, DFR, F3H, and PAL, was significantly upregulated in BR under Fe treatment. Many DEGs were associated with flavonoid transformation. This suggests that Fe treatment may impact the transformation and storage forms of flavonoids during maturity, and delay flavonoid degradation in during the later filling stage. Additionally, foliar Fe application significantly influenced sugar and sugar alcohol content by regulating the expression of genes involved in polysaccharide decomposition, phosphorylation and dephosphorylation processes, and sugar interconversion. A close relationship was observed between sugar and flavonoid metabolism in the grains of colored rice, primarily mediated by the differential expression of hub genes annotated as GHs (**Figure 7**). These findings will support efforts to enhance flavonoid enrichment and improve the quality of colored rice.

**Figure 7:**
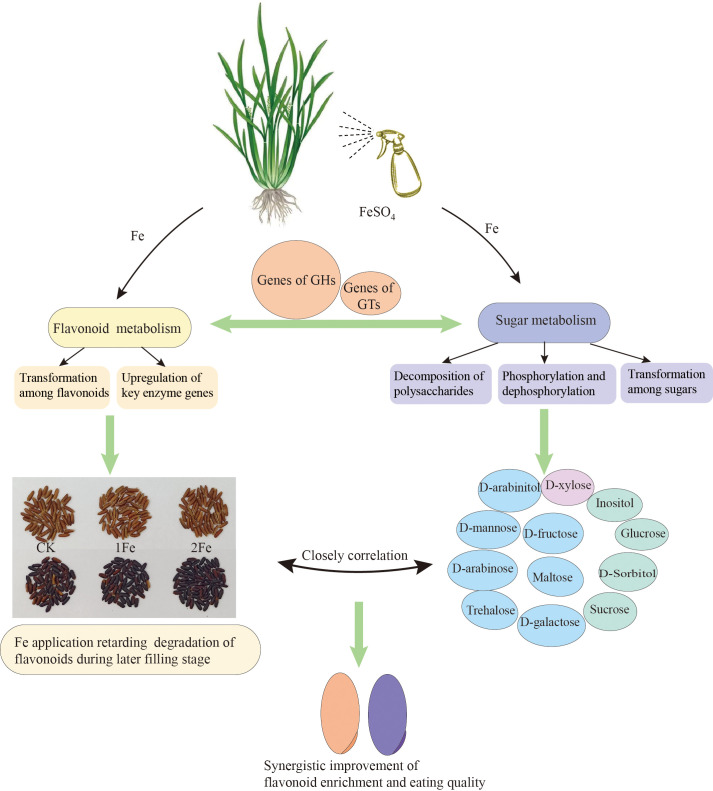
Schematic diagram illustrating the regulation of foliar application of iron on flavonoid and sugar metabolism in colored rice. Pink circle indicates that Fe treatment increases the content in both varieties. Green circles indicate that Fe treatment decreases the content in both varieties. Blue circles indicate that the effect of Fe treatment differs between the two varieties. BR, black rice Nanheinuo; RR, red rice Yuhongdao 5815; GHs, glycoside hydrolases; GTs, glycosyltransferases.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE326035), accession number: GSE326035.

# Supplementary material for: Foliar iron application delays flavonoid degradation during the later grain-filling stage and regulates sugar metabolism in colored rice
**Source:** Front Plant Sci. 2026 Apr 7;17:1787767. doi: 10.3389/fpls.2026.1787767
**Supplement:** Supplementary file 1

Supplementary Material

Supplementary Table 1. Standard equations for sugars and sugar alcohols.

Compounds	Class	RT	Equation	R2
D-Xylose	monosaccharide	3.951	$y = 0.651382 x - 8.769057E-005$	0.9997
D-Arabinose	monosaccharide	4.023	$y = 0.851245 x - 1.709393E-004$	0.9996
Xylulose	monosaccharide	4.167	$y = 1.126345 x + 0.002958$	0.9989
D-Arabinitol	monosaccharide	4.594	$y = 1.129333 x + 3.523394E-004$	0.9959
1,5-Anhydroglucitol	monosaccharide	6.268	$y = 0.702011 x - 1.650512E-004$	0.9995
D-Fructose	monosaccharide	6.442	$y = 0.757562 x - 2.883927E-005$	0.9976
D-Mannose	monosaccharide	6.615	$y = 0.526224 x - 3.860021E-005$	0.9960
D-Galactose	monosaccharide	6.678	$y = 0.410171 x - 2.076671E-004$	0.9992
Glucose	monosaccharide	6.767	$y = 0.582265 x - 5.612422E-005$	0.9971
D-Sorbitol	monosaccharide	7.249	$y = 2.481362 x + 1.850106E-004$	0.9955
2-Acetamido-2-deoxy-D-glucopyranose	monosaccharide	9.129	$y = 0.017262 x - 1.324349E-005$	0.9938
Inositol	monosaccharide	9.237	$y = 0.866938 x + 1.381460E-004$	0.9942
Sucrose	disaccharide	14.400	$y = 1.380380 x - 0.010214$	0.9941
Cellobiose	disaccharide	14.922	$y = 0.161946 x - 8.947886E-005$	0.9900
Maltose	disaccharide	15.158	$y = 0.174527 x - 7.215607E-005$	0.9940
Trehalose	disaccharide	15.229	$y = 1.621102 x - 0.001542$	0.9966
Raffinose	trisaccharide	20.990	$y = 0.181566 x - 1.687283E-004$	0.9944
1, 6-dehydrated - β -D-glucose	monosaccharide	4.569	$y = 0.226937 x - 5.300038E-005$	0.9991

Supplementary Table 2 The primer sequences for qPCR

gene ID		primer (5'→3')
LOC4343325	F	GCGGGGATCATCGTCAACA
LOC4343325	R	AAGCAGAGGAACACGACCGA
LOC107276307	F	CGTCTCCCAACGACCTGT
LOC107276307	R	CCTTGCGTATCACCCACA
LOC4343353	F	CGCTTCCTGTGGGTGCTGC
LOC4343353	R	CCCCCTCCCCTTGGTCTTG
LOC4340373	F	TTCCCCCTCAGCTCCAC
LOC4340373	R	GAACCTCATGTTCCCCGG
LOC4332719	F	ATGCTTGCATTCTCTGGTTG
LOC4332719	R	ATGTTGTTTCTCCGGGTGTT
LOC4341944	F	CGAAGAACCAGCCGATGA
LOC4341944	R	GCGGTAGGAGGCCGAGAA
LOC4333312	F	TCGTCATTGGTCATAGCGCA
LOC4333312	R	ATCCCACATGGACAAGGCTG
LOC4330775	F	CCTTGCCCCACTCAAAGATGT
LOC4330775	R	CGGGTTCGTCTGTGTATGA
LOC4336505	F	AGGGGTGTTTACATGGAGGC
LOC4336505	R	AAGTGACCTGAAACCTGGCG
UBQ5-F	F	GACTACAACATCCAGAAGGAGTC
UBQ5-R	R	TCATCTAATAACCAGTTCGATTTC

Supplementary Table 3 Effect of Fe treatments on the content of sugars and sugar alcohols in grains of colored rice.

Compounds	Class	BR		RR	
		Control	1Fe	Control	1Fe
Glucose (mg/g)	monosaccharide	0.277±0.012a	0.183±0.008b	0.115±0.006c	0.086±0.002d
D-Fructose (µg/g)	monosaccharide	71.121±2.644c	74.399±4.138bc	92.746±2.148a	78.986±2.111b
D-Galactose (µg/g)	monosaccharide	18.413±0.996a	19.337±0.543a	6.345±0.063c	7.675±0.319b
D-Xylose (µg/g)	monosaccharide	1.925±0.083c	6.248±0.165a	2.481±0.321c	4.117±1.189b
2-Acetamido-2-deoxy-D-glucopyranose (µg/g)	monosaccharide	21.878±2.876a	21.253±2.583a	8.633±0.135b	8.773±0.299b
D-Mannose (µg/g)	monosaccharide	2.109±0.336a	1.439±0.274b	0.417±0.123c	0.279±0.139c
D-Arabinose (µg/g)	monosaccharide	5.805±0.166ab	6.051±0.234a	5.534±0.001b	3.748±0.360c
D-Sorbitol (µg/g)	sugar alcohol	17.117±0.777b	13.122±1.208c	30.144±1.357a	18.372±0.601b
1,5-Anhydroglucitol (µg/g)	sugar alcohol	32.814±2.813a	31.570±1.516a	90.051±1.668b	88.405±4.590b
D-Arabinitol (µg/g)	sugar alcohol	6.847±0.211a	5.420±1.063a	0.895±0.189c	2.820±0.716b
Inositol (µg/g)	sugar alcohol	43.156±1.825a	36.059±1.664b	19.962±1.230c	14.585±0.451d
Maltose (µg/g)	disaccharide	34.375±2.053a	18.513±1.866b	13.653±0.420c	17.037±0.080b
Trehalose (µg/g)	disaccharide	25.603±1.002a	17.357±0.642b	1.083±0.085d	2.729±0.291c
Sucrose (mg/g)	disaccharide	15.546±0.358a	13.918±0.493b	9.405±0.328c	8.161±0.254d
Raffinose (mg/g)	trisaccharide	3.816±0.172a	3.982±0.183a	0.417±0.028b	0.342±0.005b
D-Xylucose (µg/g)	monosaccharide	-	-	0.968±0.056a	0.913±0.196a
1, 6-dehydrated - β -D-glucose (µg/g)	monosaccharide	6.285±0.385a	6.197±0.190a	-	-
Cellobiose (µg/g)	disaccharide	6.285±0.385a	6.197±0.190a	-	-
Starch (%)	polysaccharide	65.578±1.973a	64.161±0.453a	77.642±0.625b	79.961±0.648b

Means (± SD) sharing the same letter within a row are not significantly different at the 0.05 significance level. '-': No substance was detected.

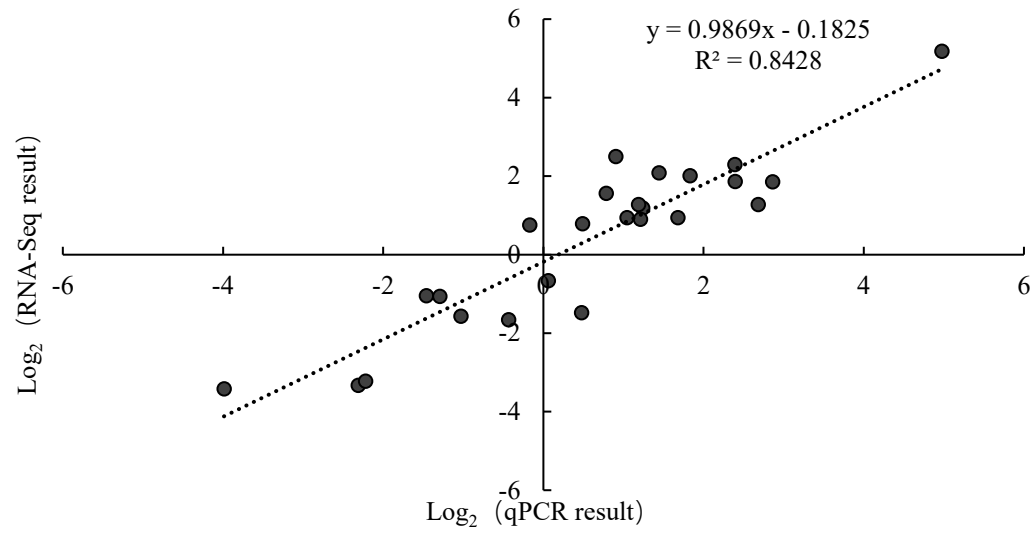

Supplementary Figure 1 The correlation between RNA-seq and qPCR results, qPCR result: $2^{\Delta\Delta C_t}$, RNA-seq result: FPKM (control)/ FPKM (iron treatment)

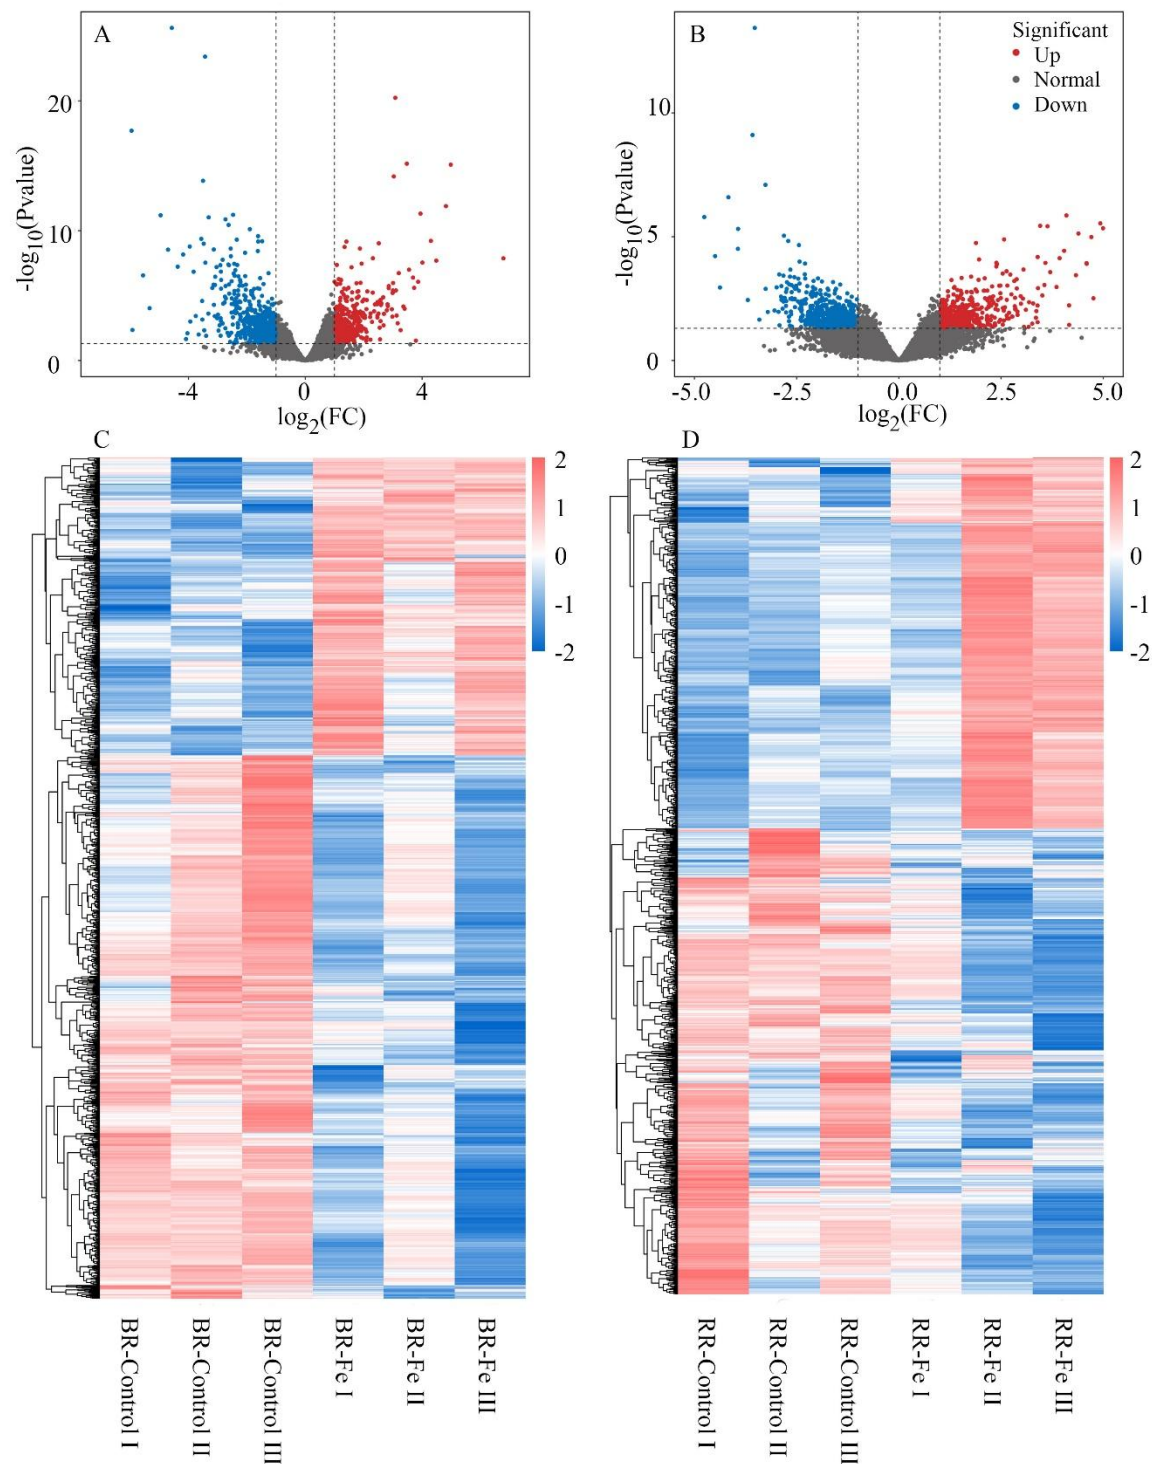

Supplementary Figure 2. Volcano plot and heatmap of significantly differentially expressed genes in black rice Nanheinuao (BR) (A, C) and red rice Yuhongdao 5815 (RR) (B, D). BR-Control: control treatment of BR; BR-Fe: Fe treatment of BR; RR-Control: control treatment of RR; RR-Fe: Fe treatment of RR.

■ Up
■ Down

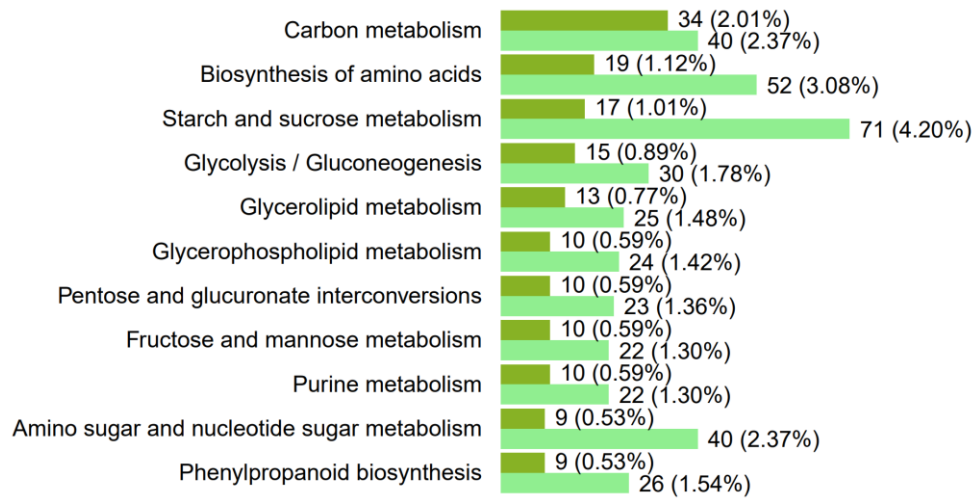

Supplementary Figure 3. Metabolic pathways of DEGs assigned to the KEGG database between grains at 20 days after flower and grains at 15 days after flower in Yuhongdao 5815 (RR). DEGs: significantly differentially expressed genes.

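The gene groups behind the comparison of 20 DAF with 15 DAF in RR can be read from lists of genes with short names, after centring on each library's median. Endosperm storage proteins had a median log2 change of -4.20, with 12 of 13 genes lower and none higher at an adjusted p below 0.05 from limma. Starch synthesis had a median of -1.76, with 5 of 8 genes lower and 0 higher, against 3 higher before centring, and OsGBSS1, OsISA1 and ALK fell on the values as given. Phenylpropanoid and flavonoid genes had a median of -0.85 with 7 lower and 1 higher, and expansins one of -1.23 with 5 lower. Heat shock proteins had a median of 0.77 with 24 of 51 genes higher and 4 lower, and genes of peroxide and superoxide removal one of 1.03 with 7 of 12 higher. By camera on the values as given these 6 lists had adjusted p of 5.69e-14, 0.00247, 0.0039, 3.57e-04, 0.00764 and 0.00764. With the correlation between genes estimated the smallest adjusted p of any list was 0.167.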

How the deposited data were processed for this re-analysis (not part of the article)

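Grain RNA of black rice (BR) at 10 DAF and of red rice (RR) at 15 and 20 DAF was sequenced under control and foliar Fe treatment. 17 libraries in 6 groups were used: 3 per group, except 2 for the RR control at 15 DAF, whose replicate 1 is not analysed here. The authors aligned clean reads with HISAT2 to the IRGSP-1.0 rice reference, assembled them with StringTie and gave FPKM per library. Tool versions and the counting rule are not stated in the paper's text. The table holds 32657 genes, of which 3920 are new genes of the assembly. Of the 28737 with an annotation ID, 27384 were found in the reference table and 1353 were not. That table gives a short name for 2774 genes and no product descriptions, and no genome sequence was at hand.

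FPKM values are scaled per library and hold no counts, so read depth is unknown and no counting interval can be given. Low values were searched for steps that a single read would leave. At a tolerance of 0.001 log2, at most 54 genes shared a step beside a background of 20, and no depth was derived from this. Precision was tested on simulated data instead, with 100 changed genes among 19774 in the same layout and spread. A log2 change of 1 was called for 32 of 100 genes in BR and 0 in RR at 15 and at 20 DAF. A log2 change of 2 was called for 80 in BR, 5 in RR at 15 DAF and 54 in RR at 20 DAF. At most 1 gene per run was called falsely. The simulated noise was independent between genes, so no library was shifted as a whole. The simulation therefore does not give the rate of false calls in the real libraries, where another split of the RR libraries at 20 DAF gave 63 DEGs.

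Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1. Genes with FPKM of at least 1 in at least 2 libraries were tested, 19774 in number. 1 linear model with 6 group means was fitted to all 17 libraries, with a variance factor per group (arrayWeights), and eBayes was run with trend. Contrasts were Fe against control in BR at 10 DAF, RR at 15 DAF and RR at 20 DAF, 20 DAF against 15 DAF in RR over both treatments with equal weight, and the differences between Fe responses of BR and RR at veraison and of RR at 20 and 15 DAF. P values were two-sided and adjusted by Benjamini-Hochberg over the genes tested. DEGs needed an adjusted p below 0.01 and a fold change of at least 1.5, the thresholds of the paper's Methods. The paper used DESeq2, which needs counts and was not run. Shared DEGs were tested with a one-sided Fisher's exact test. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with the correlation estimated, adjusted over the lists of a comparison. Shares of variance are shares of the sum of squares over the 11 veraison libraries.

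The model, filter, thresholds, contrasts and alternatives were set before the data were examined. 24 lists by product description were set then too, and could not be made. In their place, 27 lists by short name were written after the files were seen and finished after the total counts of called genes, the correlations between libraries and the principal components were seen, but before the change of any gene or list was. 26 of them had at least 5 tested genes. Named genes follow a rule set with the model: in each comparison the 8 genes with the largest rise and the 8 with the largest fall among those at an adjusted p below 0.05 whose libraries do not overlap and that have a description (a short name was used, since descriptions were missing), every gene printed in Figure 5 or Supplementary Table 2, and the 4 members of each list with the smallest p. A further part of the rule, pigment regulators by RAP locus, could not be matched. The colours of Figure 5 had been seen. NewGene_369 and the new or unnamed genes of RR at 20 DAF fall outside the rule and were named after their values were seen.

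The alternatives were a pseudocount of 0.1, no filter, a filter at FPKM of 5, only the libraries of the groups compared, no variance factor, centring on library medians, quantile normalization, the replicate number as a block, 2 other thresholds, each library left out in turn, each treatment alone for the comparison of stages, and for the lists the estimated correlation and the removal of genes below FPKM 5. Added after the data were seen were the fits without RR Fe replicates 2 and 3 at 15 DAF together, the removal of the 50 genes highest at 15 DAF, and the alternatives for list differences between BR and RR. The replicate numbers were checked for pairing by the correlation of residuals. Fe and control libraries of the same number had correlations from -0.357 to 0.231. Residuals balance within each small group, so this check cannot exclude pairing, and the samples were treated as unpaired. KEGG enrichment and WGCNA were left out, because the annotation, the trait values and the modules are not in the files.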

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

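The tests of library positions, of label swaps, of the genes holding most of the FPKM, of storage transcripts and of green tissue were chosen after the patterns they concern were seen, while the test of grain age in BR and the counts of other splits were planned before their results. Of these, 3 were changed after a result: the swap test in BR, which first counted controls beyond 0.5 on the axis from control to Fe (0 of 3) and now exchanges labels, the swap test in RR, whose first version placed a control at 0.543 on an axis whose end was a single library, and the bound of the green tissue test, which was widened by the spread of the controls and without which that test would have argued against green tissue.

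The response of NewGene_369 differed between varieties by 2.85 on the log2 scale, and it is outside the genes the paper discusses. Within RR, the Fe response at 20 DAF lay below that at 15 DAF for LOC107278380 (-3.91), LOC107281151 (-3.86) and LOC112939045 (-4.83), with adjusted p of 0.00684, 0.00435 and 0.00305 from limma. The number of such DEGs was 0 with a pseudocount of 0.1, with only the libraries of the groups compared, without RR control replicate 2, Fe replicate 2 or Fe replicate 3 at 15 DAF, and without Fe replicate 1 or 3 at 20 DAF, and 49 without Fe replicate 1 at 15 DAF. The paper reports no Fe comparison of transcripts at 20 DAF, and in that comparison 5 genes passed at an adjusted p below 0.05 from limma. LOC107278380 changed by -2.30 (7.26 ± 2.58 to 0.661 ± 0.509 FPKM, SD, n = 3 each), LOC107281151 by -2.59 (8.04 ± 3.11 to 0.462 ± 0.301), LOC112939045 by -3.13 (14.1 ± 4.91 to 0.756 ± 0.769), NewGene_3525 by -2.97 (26.2 ± 10.5 to 3.23 ± 3.13) and NewGene_5417 by 2.18 (0.019 ± 0.033 to 3.91 ± 1.89). The 3 named LOC genes are the only DEGs there. Without RR Fe replicate 1 at 20 DAF 0 genes passed, and without Fe replicate 2 there were 13.

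RR Fe replicates 2 and 3 at 15 DAF stand apart from Fe replicate 1 and both controls. The share of FPKM in a few genes is argued against as the whole cause, since without the 50 highest genes the lower of the 2 libraries still lay at 0.593 between the stages, above the controls (0.259 and 0.311, each on an axis that left it out). The deviations of both libraries ran along the change of the controls to 20 DAF, with correlations over genes of 0.51 and 0.526 (-0.198 for Fe replicate 1), so grains further on in development may account for them. Neither control (0 of 2) was closest to Fe replicate 2 or 3, and since control replicate 1 is not analysed, a swap of labels cannot be told apart from the other explanations. Whether the Fe treatment itself advanced 2 of 3 samples stays open and was not tested.

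The larger number of genes higher at 20 DAF in RR may come from the share of FPKM in a few genes, since the percent of DEGs that were higher went from 83.4 to 42.2 when the 50 genes highest at 15 DAF were left out and the rest rescaled, which also took the median change of all genes from 0.533 to 0.01. Fewer storage transcripts at 20 DAF are consistent with this: the storage genes had a median log2 change of -4.20 after centring, with 12 of 13 lower. A change in total RNA per grain, which FPKM cannot show, stays open.

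BR Fe replicate 2 lay near the BR controls. On the axis from control to Fe it lay at 0.299, and the controls lay at 0.47, 0.296 and 0.055, so positions alone do not tell them apart. A swap with a control is argued against, since exchanging the labels of Fe replicate 2 and a control gave at most 5 DEGs (1, 5 and 0), below the 27 to 662 that the labels as given gave with 1 library left out. A single wrong label is not argued against. A shift of BR Fe replicates 1 and 3 along the RR change from 15 to 20 DAF is argued against as well, since 0 of the 2 lay outside the range of the other libraries, although their seed maturation means (3.13 and 2.65, against 3.73 to 5.55 in controls and 4.17 in Fe replicate 2) leave an age difference of another kind open. The photosynthesis list, of which 16 genes were tested, had a mean of 0.94 in Fe replicate 2, just above the controls, so a different share of green tissue in Fe replicates 1 and 3 cannot be told apart from an effect of Fe. A difference in Fe uptake between samples was not tested.

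Other splits of the samples bear on chance. In BR the real split gave 141 DEGs and the highest other of the 10 splits gave 5 (1 split as high as the real one, itself), and 10 splits are too few for a share below 0.05. In RR at 20 DAF the real split gave 3, 4 of the 10 splits gave as many, and the highest other gave 63, several times the real count. The count at 20 DAF thus did not stand above those of other splits, and what sets those splits apart was not tested. For 20 DAF against 15 DAF, 1 of 100 drawn splits within treatment (the real one) reached 7057 and the highest other gave 5929. The real count thus stood above every other split drawn, which makes chance unlikely there and does not exclude it.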

How the results depend on the processing

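The fit without RR Fe replicates 2 and 3 at 15 DAF together, the removal of the 50 highest genes and the alternatives for list differences between BR and RR were chosen after the data were seen. The 45 genes called in BR among those of Figure 5, Supplementary Table 2 and the largest changes of genes with a short name, and the 16 such named genes with the largest changes between stages, kept their sign in each alternative in which they were tested, and list members were not followed. The counts moved, and the cause was not tested unless given. A library left alone in its group is assumed to vary like the others.

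In BR, 141 DEGs became 19 with a pseudocount of 0.1, 48 at FPKM of at least 5, 28 without variance factor, 87 median-centred, 85 with the replicate block and 0 with only the 6 BR libraries, where the spread rests on 4 degrees of freedom. At an adjusted p below 0.05 and a fold change of 1.5 there were 389, and at an unadjusted p below 0.05 and a fold change of 2, 562. Leaving out 1 library gave 27 (Fe replicate 3) to 662 (Fe replicate 2). Of 45 named genes called, 7 were kept with a pseudocount of 0.1, 13 without variance factor, 34 median-centred, 0 with only the 6 libraries and 17 without Fe replicate 3.

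In RR at 15 DAF, 0 became 2 without filter and 1117 at the unadjusted threshold, and 0 to 666 with 1 library left out (highest without Fe replicate 1). It was 0 without Fe replicates 2 and 3. At 20 DAF, 3 became 0 with only the libraries compared, 5 at an adjusted p below 0.05 and a fold change of 1.5, 272 at the unadjusted threshold and 0 (without Fe replicate 1) to 13 (without Fe replicate 2) with 1 library left out.

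For 20 DAF against 15 DAF, 7057 became 4358 with quantile normalization, 119 in Fe libraries alone and 3794 without the 50 highest genes. Leaving out 1 library gave 3811 (Fe replicate 3 at 15 DAF) to 7975, and leaving out Fe replicates 2 and 3 at 15 DAF together gave 9654.

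For the difference between BR and RR, 1 became 0 with a pseudocount of 0.1, at FPKM of at least 5 or with only the libraries compared, 2 without filter or with the block, and 1891 at the unadjusted threshold. With 1 library left out it was 0 to 455 (without RR Fe replicate 1). For RR at 20 against 15 DAF, 3 became 0 with a pseudocount of 0.1 or only the libraries compared, 1 without filter, at FPKM of at least 5, median-centred or quantile-normalized, and 738 at the unadjusted threshold. It was 0 to 49 (without RR Fe replicate 1 at 15 DAF) with 1 library left out. Shared DEGs became 4 up and 3 down at the unadjusted threshold. With 1 library left out they were 0 up throughout, and 0 to 1 down.

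Of the lists called in BR, seed maturation, phenylpropanoid and flavonoid, sugar transporters and photosynthesis kept their call in 15 of 16 alternatives, heat shock in 13, beta-glucosidases in 9, cell cycle in 7 and trehalose phosphate phosphatases in 6. In RR at 15 DAF storage proteins, starch synthesis and expansins kept theirs in 14 of 15, peroxide removal in 12, xyloglucan and cellulose in 11, sucrose synthases in 9, trehalose phosphate phosphatases in 6 and Aux/IAA in 3. Each was lost with the correlation estimated, and none changed direction. Depth is unknown, so which low values lie within counting error cannot be said.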

Differences from the paper's values

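All 6 counts of DEGs that Fig. 4A, B shows differ from those found here at the thresholds of the paper's Methods. The methods are not alike: the paper names DESeq2, and limma was run here on log2(FPKM + 1), where the added 1 shrinks the fold changes of low genes. In simulated data, 5 of 100 genes with a log2 change of 2 were called in RR at 15 DAF. A count of 0 there, and 0 shared genes, thus do not show that a response is absent. For genes higher under Fe in BR the paper's value is about 850 in Fig. 4A (read by eye), and 66 were found. For genes lower in BR it is about 1100 in Fig. 4B (read by eye), and 75 were found. Under none of the alternatives set before the data were examined did these 2 counts come within 1.5 times the paper's, and they reached at most 310 up without BR Fe replicate 2 and 381 down at an unadjusted p below 0.05 and a fold change of 2. For RR at 15 DAF the paper's value is about 670 higher in Fig. 4A (read by eye) and 0 were found, with 2 control replicates at hand where the paper gives 3 biological replicates. The count came within 1.5 times the paper's without RR Fe replicate 1 (480) and at the unadjusted threshold (863), and not under the other alternatives set before the data were examined. For genes lower in RR it is about 750 in Fig. 4B (read by eye) and 0 were found, with at most 254 at the unadjusted threshold, so none of the alternatives came within 1.5 times. Shared by both varieties, the paper shows about 23 up in Fig. 4A and about 33 down in Fig. 4B (read by eye), and 0 and 0 were found. Under the alternatives the shared counts were at most 4 up and 3 down, and none came within 1.5 times. The lines of Supplementary Figure 2 (read by eye) seem to differ from the thresholds in the Methods. The caption of that figure does not say which cut-off they mark or whether its p is adjusted.

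The paper states that more genes were lower than higher at 20 DAF in RR. With FPKM as given, 5887 were higher and 1170 lower. The median-centred values (2244 higher, 2634 lower) and, chosen after seeing the values, the removal of the 50 highest genes with rescaling (1601 higher, 2193 lower) give more genes lower, and quantile normalization (2302 higher, 2056 lower) gives more genes higher.

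The paper states that genes of ANS, CHI, F3'5'H, F3'H, CHS, 4CL, DFR, F3H and PAL rose in BR. At an adjusted p below 0.05, used for single genes here, 10 of its 17 drawn genes passed and 17 had that sign, and at the thresholds of the paper's Methods 6 passed. CHS (adjusted p = 0.141 from limma), DFR (0.12) and F3'H (0.169 and 0.0553) did not pass, and all 4 genes pass at an unadjusted p below 0.05. Single genes of PAL (LOC4330036, adjusted p = 0.147 from limma), 4CL (LOC4328485, 0.463) and CHI (LOC4349607, 0.0882) did not pass either, while other genes of these enzymes did. The paper states that most genes of decomposition fell, and of its 21 drawn in BR 18 were lower but 7 passed (2 at the paper's thresholds), and in RR 8 of 9 were lower and 0 passed. It states that FK, HK, TPP and SPP fell, and 1 of 6 genes passed in BR and 0 of 3 in RR. It states that 4 genes of decomposition enzymes rose, and all 4 were higher with 0 passing. The BR beta-Glu gene LOC4347546 passed without BR Fe replicate 2 and with quantile normalization, and the RR gene without RR Fe replicate 1. Of 18 drawn genes of sugar conversions in BR 1 passed, and of 7 in RR 0. It states that Chi genes rose in RR, where 3 of 3 were higher and 0 passed. Without RR Fe replicate 1 all 3 passed, as did 7 genes higher and 1 lower of panel A and 5 higher and 3 lower of panel B. LOC4351224, drawn as CCR, is named as a RuBisCO activase in the reference table, and LOC4332788, drawn as SPS, as the sucrose synthase OsSUS4.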

Other observations

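The lists reported here were written after the files were seen. In RR at 15 DAF all 12 genes of peroxide and superoxide removal were higher under Fe, with a median log2 change of 0.77 (camera, adjusted p = 0.0179, 0.68 with the correlation estimated) and of 0.50 after centring on library medians (0.00725). CAT-A had a log2 change of 3.05 (standard error 1.14), CAT-B one of 1.19 and OsAPx04 one of 1.11, each with an adjusted p of 0.595 from limma. The call of the list was lost without RR control replicate 2 or RR Fe replicate 3. Of the 11 expansins, 10 were lower, with a median of -0.48 (camera, adjusted p = 3.75e-04, 0.186 with the correlation estimated) and of -0.75 after centring (0.00725). Xyloglucan and cellulose modification (0.0247, 0.53) and Aux/IAA and auxin response factors (0.0421, 0.68) were also called at the preset correlation. Their medians were -0.10 and -0.01 beside 0.286 for all genes, and both lost the call with centred values. From 15 to 20 DAF in RR over both treatments, peroxide removal had a median of 1.56 and expansins one of -0.695, beside 0.533 for all genes. RR Fe replicates 2 and 3 at 15 DAF lay at 0.677 and 0.533 between the stages. Stage and Fe therefore cannot be told apart for these lists.

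In BR, cell cycle genes were higher (22 genes, median 0.15, camera adjusted p = 0.0495, 0.629 with the correlation estimated), and the cyclin gene CYCD2-2 passed alone (log2 change 1.29, adjusted p = 0.0354 from limma, and 0.305 without Fe replicate 3). The list lost its call without control replicate 1 or 2 or Fe replicate 3. The storage genes had a median of 0.01 in BR (adjusted p = 0.867 by camera).

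In RR at 20 DAF no list passed under Fe by camera. The smallest adjusted p was 0.12, for beta-glucosidases, of which 14 of 20 were lower. At an unadjusted p below 0.05, 506 genes were higher and 488 lower. The photosynthesis list had a mean log2 value of 4.03 in control replicate 2 and 3.07 in Fe replicate 2 at 20 DAF, and 0.91 to 1.72 in the other 4 libraries of that day. Both high values belong to replicate 2, and no batch is named in the labels. Between Fe responses of BR and RR, storage genes also differed at the preset correlation (camera, adjusted p = 3.93e-06). All 13 were higher in BR minus RR. Photosynthesis (0.00417), expansins (0.00417) and peroxide removal (0.0102, 12 of 12 lower) differed too. None of these lists passed with the correlation estimated (0.703, 0.788, 0.439 and 0.719). On the RR side, stage and Fe cannot be told apart in these differences either.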
